# A cell type–specific approach to elucidate the role of miR-96 in inner ear hair cells

**DOI:** 10.3389/fauot.2024.1400576

**Published:** 2024-05-09

**Authors:** Kathleen Gwilliam, Michal Sperber, Katherine Perry, Kevin P. Rose, Laura Ginsberg, Nikhil Paladugu, Yang Song, Beatrice Milon, Ran Elkon, Ronna Hertzano

**Keywords:** miR-96, diminuendo, *Mir96* ^*Dmdo*^, hair cell, RNA-seq, inner ear, supporting cell, miRNA

## Abstract

**Introduction:**

Mutations in microRNA-96 (miR-96), a microRNA expressed within the hair cells (HCs) of the inner ear, result in progressive hearing loss in both mouse models and humans. In this study, we present the first HC-specific RNA-sequencing (RNA-seq) dataset from newborn *Mir96*^*Dmdo*^ heterozygous, homozygous mutant, and wildtype mice.

**Methods:**

Bulk RNA-seq was performed on HCs of newborn *Mir96*^*Dmdo*^ heterozygous, homozygous mutant, and wildtype mice. Differentially expressed gene analysis was conducted on *Mir96*^*Dmdo*^ homozygous mutant HCs compared to wildtype littermate controls, followed by GO term and protein-protein interaction analysis on these differentially expressed genes.

**Results:**

We identify 215 upregulated and 428 downregulated genes in the HCs of the *Mir96*^*Dmdo*^ homozygous mutant mice compared to their wildtype littermate controls. Many of the significantly downregulated genes in *Mir96*^*Dmdo*^ homozygous mutant HCs have established roles in HC development and/or known roles in deafness including *Myo15a, Myo7a, Ush1c, Gfi1*, and *Ptprq* and have enrichment in gene ontology (GO) terms with biological functions such as sensory perception of sound. Interestingly, upregulated genes in *Mir96*^*Dmdo*^ homozygous mutants, including possible miR-96 direct targets, show higher wildtype expression in supporting cells compared to HCs.

**Conclusion:**

Our data further support a role for miR-96 in HC development, possibly as a repressor of supporting cell transcriptional programs in HCs. The HC-specific *Mir96*^*Dmdo*^ RNA-seq data set generated from this manuscript are now publicly available in a dedicated profile in the gene expression analysis resource (gEAR-https://umgear.org/p?l=miR96).

## Background and summary

Sensorineural hearing loss (SNHL), doubles in incidence every decade of life, affecting 50% of people aged 70 and older (Lin et al., 2011). The final common pathway of most forms of SNHL involves the loss of the cochlear sensory cells, named hair cells (HCs). HCs are postmitotic specialized epithelial cells responsible for detecting and converting sound waves into electrical signals that are transmitted to the central nervous system (Fettiplace, 2017). Sound detection is mediated by stereocilia at the apical surface of the HCs (McGrath et al., 2017). It is estimated that mutations in more than 1,000 genes underlie sensorineural hearing loss (Ingham et al., 2019).

Point mutations in *MIR96/Mir96*, which encodes miRNA 96 (miR-96), are associated with progressive hearing loss in both humans and mice (Lewis et al., 2009; Ngeles Mencía et al., 2009; Kuhn et al., 2011; Soldà et al., 2012; Chen et al., 2014). The diminuendo mutant mouse (*Mir96*^*Dmdo*^) contains a point mutation in the seed region of miR-96 that results in the transversion of an adenosine (A) to a thymine (T) (Lewis et al., 2009). *Mir96*^*Dmdo*^ homozygous mutant mice (*Mir96*^*Dmdo/Dmdo*^) are profoundly deaf at birth and exhibit abnormal inner and outer HC (IHC and OHC, respectively) stereociliary bundles, smaller postnatal HC size, abnormal HC ion currents, immature ribbon synapses, and abnormalities of the auditory hindbrain anatomy and physiology (Lewis et al., 2009; Kuhn et al., 2011; Chen et al., 2014; Schlüter et al., 2018). *Mir96*^*Dmdo*^ heterozygotes exhibit an intermediate phenotype characterized by progressive hearing loss and progressive disorganization of their stereociliary bundles (Lewis et al., 2009). Similarly, specific deletion or misexpression of some or the entire miR-183/96/82 cluster in mice results in disarrayed stereociliary bundles in both IHCs and OHCs, as well as profound hearing loss (Fan et al., 2017; Geng et al., 2018; Weston et al., 2018; Lewis et al., 2021).

Previous studies have explored the mechanistic pathway and potential targets of miR-96 in the inner ear. Microarray studies of the organ of Corti identified the downregulation of genes associated with HC maturation in the *Mir96*^*Dmdo/Dmdo*^mice (Lewis et al., 2009, 2016). As miRNAs are known to directly inhibit their target genes, the downregulation of genes associated with HC maturation may be either a secondary effect from the loss of function of miR-96 target genes, reflecting a maturation arrest, or a direct effect from a change in the binding specificity of the novel *Mir96*^*Dmdo*^.

Although sequencing intact tissues, such as the organ of Corti, facilitates obtaining organ-specific transcripts for sequencing, it hinders the ability to detect cell-specific changes in gene expression due to signal averaging (Hertzano et al., 2021). As a result, particularly for cell types with lower abundance, it may be difficult to detect changes in the expression of genes that are also expressed in other cell types in the same tissue. For example, detecting changes in the expression of *Sox2* in the developing HCs may not be feasible via bulk RNA sequencing (RNA-seq) of the entire sensory epithelia, as during development it is expressed in multiple inner ear cell types (Hume et al., 2007). This limitation extends to other supporting cell (SC)–expressed genes that, earlier in development, are also expressed in HCs (e.g., Hayashi et al., 2010).

To specifically isolate HCs from *Mir96*^*Dmdo*^ mice, *Mir96*^*Dmdo*^ HCs were fluorescently labeled by crossing *Mir96*^*Dmdo*^ mice to *Atoh1*/nGFP+ mice (*Mir96*^*Dmdo*^*;Atoh1/*nGFP+). Auditory and vestibular HCs were sorted from P1 *Mir96*^*Dmdo*^*;Atoh1*/nGFP+ wild-type, heterozygous, and homozygous mutant mice and underwent expression analysis by bulk RNA-seq (Figure 1). This data set identified 215 upregulated genes and 428 downregulated genes (fold-change > 1.5; false discovery rate [FDR] < 10%) in *Mir96*^*Dmdo*^ homozygous mutants compared to wild-type littermates. Genes essential in HC development and known deafness genes were identified as significantly downregulated in *Mir96*^*Dmdo*^ homozygous mutants while not previously identified as such in P4 and P0 *Mir96*^*Dmdo*^ whole organ of Corti microarray data sets (Lewis et al., 2009, 2016). Interestingly, several of the significantly upregulated genes identified in this HC-specific *Mir96*^*Dmdo*^ RNA-seq data set are enriched in SCs, some of which contain a conserved miR-96 seed in their 3′ untranslated region (UTR) region and are predicted miR-96 targets. These results suggest that miR-96 may function to repress the expression of SC-expressed genes in developing HCs.

This *Mir96*^*Dmdo*^ HC-specific RNA-seq data set is currently the only data set available for evaluating the regulatory cascade of *Mir96*^*Dmdo*^ specifically in HCs. It provides the opportunity to investigate and identify target genes of miR-96 that may otherwise have been undetected in data sets originating from inner ear tissues rather than an HC-specific analysis. This data set can be analyzed alongside other available data sets from the ear field and/or data sets focused on miR-96 for an opportunity to cross-reference gene expression data related to the regulatory pathways of miR-96 in inner ear development. These data are fully available for download, browsing, and analysis in the Gene Expression Analysis Resource (gEAR: umgear.org) via the following link: https://umgear.org/p?l=miR96 (Orvis et al., 2021). Identifying novel target genes of miR-96 is necessary to better understand genetic pathways involved in hearing loss caused by mutations in *Mir96/MIR96*. This will assist in determining the best mechanism to target for future precision medicine therapeutic intervention and molecularly assess the efficacy of therapeutic interventions.

## Materials and methods

### Animals

The diminuendo *Mir96*^*Dmdo*^ (C3HeB/FeJ) mice, with an A>T substitution within the seed region of *Mir96*, were generously provided by Dr. Karen Steel from the Wellcome Trust Sanger Institute, Hinxton, UK (Lewis et al., 2009). *Mir96* ^*Dmdo/Dmdo*^ mice were crossed with Atoh1/nGFP+ (C57BL6) mice, also known as *Math1/nGFP* mice, previously provided to us by Dr. Jane E. Johnson from the University of California, San Francisco. This cross generated *Mir96*^*Dmdo/+*^; *Atoh1/nGFP+* breeders, with a heterozygous A>T substitution in the seed region of miR-96 and GFP expression matching the spatiotemporal expression patterns of *Atoh1* (Lumpkin et al., 2003). All procedures were performed according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals, with the approval of the Institutional Animal Care and Use Committee at the University of Maryland, Baltimore (protocol numbers 1209008, 1112005, 1015003, and 0918005).

### Genotyping

The genotyping of *Mir96*^*Dmdo*^*;Atoh1/nGFP* mice was performed on tail tips or ear notches through TaqMan real-time polymerase chain reaction (qPCR) assays. The following primers and reporters were used to genotype *Mir96*: forward primer (5′ CCTGTTCCAGTACCATCTGCTT 3′), reverse primer (5′ AGCGGAGAGACACAAGCAAA 3′), reporter 1 (5′ AATGTGCTAGTGCCAAAA 3′), and reporter 2 (5′ ATGTGCTAGAGCCAAAA 3′) and to genotype Atoh1/nGFP: forward primer (5′ CGTCGTCCTTGAAGAAGATGGT 3′), reverse primer (5′ CACATGAAGCAGCACGACTT 3′), and reporter 1 (5′ CATGCCCGAAGGCTAC 3′) (Transnetyx^©^).

### Hair cell isolation

Inner ears from postnatal day (P) 1 wild-type (*n* = 3 mice), heterozygous (*n* = 3 mice), and homozygous mutant (*n* = 3 mice) *Mir96*^*Dmdo*^*;Atoh1/nGFP* mice were harvested in ice-cold 1× phosphate buffered saline (PBS). Cochleae and vestibular organs from both ears of each mouse were then harvested in ice-cold 1× PBS and placed into a well of a 48-well plate filled with 300 μL of 0.5 mg/mL thermolysin (one well per mouse), as previously described (Hertzano et al., 2011). Samples were then placed in a 37°C, 5% CO_2_ humidified tissue culture incubator for 20 min. The thermolysin (Sigma-Aldrich) was carefully removed, avoiding contact with any cochlear or vestibular tissue, and 250 μL of Accutase-enzyme cell detachment medium (Sigma-Aldrich) was pipetted into each well. All samples were placed in a 37°C, 5% CO_2_ humidified tissue culture incubator for 3 min. Tissue samples were then dissociated by trituration (15–20 repeats) using a 26-gauge blunt-end needle. This process was repeated two to three times until the cells appeared to be fully dissociated by direct visualization using an inverted tissue culture microscope. To deactivate the Accutase, 250 μL of IMDM + 10% fetal bovine serum was added to each well. Next, the cells were strained through 35 μm cell-strainer filter caps into 5 mL polystyrene round-bottom tubes (Falcon), spun down at 500 g at 4°C for 1 min, and kept on ice. To differentiate between GFP expressed in HCs and neurons, samples were stained with an antibody for the epithelial marker CD326 (anti-CD326 (Ep-CAM)-APC Conjugated, Biolegend, 1:2000). Cells positive for both CD326 and GFP represent HCs, whereas cells positive only for GFP represent neuronal cells (Elkon et al., 2015).

Cells were sorted with a BD FACSAria^™^ II flow cytometer at the University of Maryland School of Medicine Flow Cytometry Core to collect double-positive cells (GFP-positive, CD326-positive) that are cochlear and vestibular HCs. The total numbers of cochlear and vestibular HCs obtained were 3,900–5,000 for *Mir96*^*Dmdo*^ wild-type mice replicates, 3,700–9,500 for *Mir96*^*Dmdo*^ heterozygous mice replicates, and 1,300–4,600 for *Mir96*^*Dmdo*^ homozygous mutant samples.

### RNA extraction and sequencing

RNA was extracted from sorted cochlear and vestibular HCs using the Direct-zol RNA MiniPrep Kit (Zymo Research). First, TRIzol^™^ LS (Invitrogen^™^) was added to each sample of HCs to 70% of the total volume. All following steps were conducted as outlined in the Direct-zol RNA MiniPrep Kit protocol, eluting RNA in 25 μL of nuclease-free water in the final step.

RNA integrity was measured at the Genomics Core Facility at the University of Maryland School of Medicine with a eukaryotic total RNA pico chip assay on the Agilent 2100 Bioanalyzer. Seven samples had an RNA integrity number (RIN) score >8, one wild-type replicate had a RIN of 6.3, and one *Mir96*^*Dmdo*^ homozygous mutant sample had a RIN of 7.8. All samples were included due to limited sample availability.

RNA-seq was conducted on all wild-type (*n* = 3 mice), heterozygous *n* = 3 mice), and homozygous mutant (*n* = 3 mice) *Mir96*^*Dmdo*^*;Atoh1/nGFP* HC samples (double-positive sorted cells) at the Institute for Genome Sciences Genomics Resource Center of the University of Maryland School of Medicine. Libraries were prepared from 2.75 to 5.43 ng of RNA from each sample using the NEBNext Ultra Directional RNA Kit per the manufacturer’s instructions with a total of 22 polymerase chain reaction (PCR) cycles, except for a 5-min fragmentation time instead of 15 min and a solid-phase reversible immobilization (SPRI) bead size selection before PCR. Libraries were sequenced on an Illumina HiSeq 4000 sequencer, 0.11 lanes/sample, with 75 base pair (bp) paired-end reads. An approximate range of 56M−102M total reads were obtained for each sample.

### RNAseq normalization and expression analysis

The quality of the FASTQ files was evaluated with FastQC. The reads were aligned to the mouse genome (Mus_musculus.GRCm38) using HiSat (version HISAT2–2.0.4), and the number of reads that aligned to the coding regions was determined using HTSeq (Anders et al., 2015; Kim et al., 2015).

Our analysis was conducted on the 15,294 genes that were robustly detected in the data set, defined as those that were covered by a minimum of 20 reads in at least 2 of the 3 replicates of any genotype group (wild-type, heterozygous, and homozygous mutant *Mir96*^*Dmdo*^*;Atoh1/nGFP*+ HCs). The genes were annotated using BioMart annotations version 86 (Smedley et al., 2015). DEseq2 was used for all differential expression analysis, calling differentially expressed (DE) genes between genotype groups based on FDR-adjusted *p*-values (FDR < 10%) and a fold-change >1.5 (Love et al., 2014). Overall, in the comparison between *Mir96*^*Dmdo*^ homozygous mutant and wild-type HCs, 428 downregulated and 215 upregulated genes were detected. The volcano plot was generated by EnhancedVolcano version 1.18 (Blighe et al., 2018). Gene ontology (GO)–enrichment tests were performed using the clusterProfiler package, using the parameters: Ontology—biological process, *p*-value adjustment method – FDR, adjusted *p*-value cutoff – 5% (Wu et al., 2021). The network analysis was conducted using DOMINO (http://domino.cs.tau.ac.il/) after mapping mouse genes to their human orthologs, only including genes with one-to-one mapping (Levi et al., 2021, 2022).

### Hair cell and supporting cell expression analysis of upregulated genes in *Mir96*^*Dmdo*^ homozygous mutant hair cells

A P1 wild-type mouse cochlea scRNA-seq data set (Kolla et al., 2020) was downloaded via umgEAR.org (including metadata for cell cluster identification) and analyzed via Seurat v4. Gene expression was pseudo-bulked with Seurat’s AverageExpression function (*Z*-score), and the genes significantly upregulated in *Mir96*^*Dmdo*^ homozygous mutant HCs were displayed via heatmaps (4 out of the 215 significantly upregulated genes were not included in the heatmap visualization or analysis of the wild-type expression of these genes in HCs and SCs as they were not found in the Kolla et al., 2020 data set). A differential expression analysis between wild-type P1 HCs and SCs was performed with DESeq2 via Seurat’s FindMarkers function. Box plots displaying Log_2_ fold change (unpaired) and pseudo-bulked average expression (paired) between HCs and SCs were created in R with packages ggplot2 and ggpubr. The Wilcoxon rank-sum test (unpaired box plot) and Wilcoxon signed-rank test (paired box plot) were used for significance testing in R.

## Results

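Hair cells (HCs), the sensory cells of the inner ear, were sorted from the cochleae and vestibular organs of P1 mice with 0, 1 or 2 Dmdo alleles of *Mir96*. The mice carried *Atoh1/nGFP*, a reporter that marks HCs with green fluorescent protein, and cells positive for both the reporter and the epithelial surface protein CD326 were collected. *Mir96* encodes miR-96, a microRNA of sensory cells, and the Dmdo allele holds a point mutation in its seed, the stretch through which it pairs with target transcripts. There were 3 libraries per genotype, each from 1 mouse, and the paper's methods give GRCm38 as the genome, HISAT2 as the aligner and HTSeq as the read counter. The authors deposited raw counts for 43808 genes in each of the 9 libraries. The library kit kept the strand of the RNA, but the strand setting of the counting is not given in the sources used here. Counts of a gene and an overlapping antisense gene may therefore be mixed.
*Mir96* lies on chromosome 6 of GRCm38 from 30169446 to 30169551. Its CPM (counts scaled to library size) was 12.2 ± 14.9 (SD, n = 3) in wild-type, 3.79 ± 4.64 (SD, n = 3) in heterozygous and 0.136 ± 0.121 (SD, n = 3) in homozygous mutant HCs. Its log2 fold change between homozygous mutants and wild-type was -6.48 (standard error 2.37, adjusted p = 0.248 from edgeR's quasi-likelihood test). The mutation changes a base and removes no sequence, and these libraries were not made for small RNA, so this count does not check the genotype labels. With the mouse numbers in the model, a term chosen after the data were seen, the log2 fold change was 1.03. *Mir96* was at 0.0916 CPM in wild-type replicate 44 and at 0 in heterozygous replicate 45. DESeq2 called it lower (adjusted p = 0.0107), and so did edgeR without wild-type replicate 44.
Genotype was compared in 1 edgeR model of all 9 libraries, normalized by the trimmed mean of M values (TMM), with a gene called at a false discovery rate under 10% and a fold change above 1.5. In every homozygous mutant library the Y-linked transcript *Ddx3y* had more counts than *Xist*, the transcript that silences an X chromosome in females, whereas *Xist* was above *Ddx3y* in wild-type replicates 44 and 59 and heterozygous replicate 48. The mouse numbers of all homozygous mutants (43, 46 and 47) were also 47 or lower, as were those of wild-type replicate 44 and heterozygous replicate 45 alone among the others. The sources used here do not say what the numbers mean. The cut between 47 and 48 was chosen after the data were seen, at the highest number of a homozygous mutant.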

To identify genes mis-regulated in the *Mir96*^*Dmdo*^ HCs, RNA-seq was performed on HC samples from *Mir96*^*Dmdo*^wild-type, heterozygous, and homozygous mutant mice. *Mir96*^*Dmdo*^ heterozygous HCs were included in the transcriptomic analysis because *Mir96*^*Dmdo*^ heterozygous mice manifest an intermediate auditory phenotype. 

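Of 43808 genes in the counts, 15184 had 20 or more reads in at least 2 of the 3 replicates of any genotype. The total count per library ranged from 19677015 to 28486252 in wild-type, from 29470207 to 34873964 in heterozygous and from 18175317 to 30932531 in homozygous mutant HCs. The 20 most abundant genes took 4.92% to 5.81% of the counts of a library, so no small group of transcripts dominated any of them. Replicates of a genotype differed by far more than the sampling noise, with Pearson's r of log2 CPM across genes from 0.771 to 0.851 for the 9 pairs of replicates. Wild-type replicate 59 stood apart on the first principal component (23.1% of the variance) and homozygous mutant replicate 46 on the second (19.5%). Both also had the lowest quality weights from limma, 0.548 and 0.602.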

Overall, our transcriptomic data set contained 15,294 robustly detected genes, each gene with a minimum of 20 reads in at least 2 of the 3 biological replicates of any one of the genotypes: *Mir96*^*Dmdo*^wild-type, heterozygous, or homozygous mutant cochlear and vestibular HCs. 

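Protein-coding genes made up 13036 of the 15184 genes detected in these HCs. Long intergenic non-coding RNA (lincRNA) genes numbered 231 by the GENCODE annotation used here, which keeps antisense and other long non-coding classes apart, and 370 were antisense genes. Processed pseudogenes, copies of other genes' transcripts that can share reads with their parents, numbered 958. Long non-coding genes of all classes, a grouping chosen after the data were seen, came to 1044 with the 176 genes of the class TEC counted among them. The paper's Supplementary Table 1 labels these TEC and not lncRNA. Genes of the classes that it labels lncRNA, also chosen then, came to 841, and to 868 with sense-intronic genes.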

Of the 15,294 genes, 13,022 were protein-coding genes, and 861 were annotated as lincRNAs (Supplementary Table 1). We conducted a differential expression analysis to identify genes whose expression levels were significantly altered in the *Mir96*^*Dmdo*^ homozygous mutant HCs compared to wild-type controls. This analysis detected 428 significantly downregulated and 215 significantly upregulated genes in the *Mir96*^*Dmdo*^ homozygous mutant HCs compared to wild-type control HCs (FDR < 10%, fold-change > 1.5; Figure 2A).

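In homozygous mutant HCs 139 genes were lower and 36 were higher than in wild-type HCs. *Fcrlb*, an Fc receptor-like gene on chromosome 1 of GRCm38 (170907273 to 170912941), had the smallest p. It was at 338 ± 116 CPM (SD, n = 3) in wild-type and 36.9 ± 12.8 (SD, n = 3) in homozygous mutant HCs, a log2 fold change of -3.19 (standard error 0.34, adjusted p = 6.44e-05 from edgeR's quasi-likelihood test). *Gm1113* on chromosome 9 (35509222 to 35518269) fell from 1035 ± 163 CPM (SD, n = 3) to 182 ± 67.1 (SD, n = 3), a log2 fold change of -2.51 (standard error 0.30, adjusted p = 2.74e-04). *Nefm*, the medium neurofilament chain of the axonal and hair cell cytoskeleton, had a log2 fold change of -1.65 (standard error 0.25, adjusted p = 0.00581). *Myo15b*, an unconventional myosin gene, was lower by a log2 fold change of -2.89 (standard error 0.41, adjusted p = 0.00739), *Usp2*, a deubiquitinase, by -2.34 (0.40, 0.00846), *Gipc3*, a deafness gene that encodes a PDZ-domain protein of HCs, by -1.87 (0.32, 0.00846) and *Pigt*, a subunit of the enzyme that attaches GPI anchors to proteins, by -1.64 (0.29, 0.0103).
Among the higher genes, *Igll1*, the surrogate light chain of the pre-B cell receptor, rose from 18.2 ± 5.59 CPM (SD, n = 3) to 106 ± 35.9 (SD, n = 3), a log2 fold change of 2.54 (standard error 0.44, adjusted p = 0.0102 from edgeR). *Enho*, which encodes the secreted peptide adropin, had a log2 fold change of 1.67 (standard error 0.29, adjusted p = 0.0102), and *Ecrg4*, a secreted hormone-like protein gene, 3.04 (0.53, 0.0103). The translation elongation factor gene *Eef1a2* was higher by 1.76 (0.32, 0.0163). *Iah1*, an esterase gene, *Pkia*, an inhibitor of protein kinase A, *Htr3a*, a serotonin-gated ion channel, and *Chn2*, a Rac GTPase-activating protein, had log2 fold changes of 2.00, 2.02, 2.24 and 1.51 (adjusted p = 0.0424 to 0.0694).
Called genes numbered 966 with DESeq2, 635 with DESeq2 and shrunken fold changes, 320 with limma-voom, 562 with no low-count filter, 74 with a correction for GC content and gene length and 59 with 1 surrogate variable, against 175 here. Leaving out 1 library moved the number to 739 (wild-type 44), 77 (wild-type 55), 26 (wild-type 59), 22 (homozygous mutant 43), 74 (homozygous mutant 46), 36 (homozygous mutant 47) or, with choices made after the data were seen, to 78 (heterozygous 51) or 27 (both wild-type 59 and homozygous mutant 46). With terms chosen after the data were seen it was 25 with the mouse numbers (47 and lower against 48 and higher) and 12 with the *Xist* and *Ddx3y* transcripts in the model. Of the genes named above, *Gipc3*, *Igll1*, *Ecrg4*, *Iah1*, *Pkia*, *Htr3a* and *Chn2* lost their call with the mouse numbers, and *Usp2*, *Igll1*, *Ecrg4*, *Eef1a2*, *Iah1*, *Pkia*, *Htr3a* and *Chn2* with the transcripts. From the differential expression analysis the paper proceeds to ask which processes the lower genes share and which of the higher genes could be direct targets of miR-96.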

Additionally, we evaluated if the intermediate auditory phenotype of the *Mir96*^*Dmdo*^ heterozygous mice is also reflected in the gene expression profile of *Mir96*^*Dmdo*^ heterozygous HCs. Markedly, genes that were differentially expressed between the *Mir96*^*Dmdo*^ homozygous mutant and control HCs were partially up- or downregulated in the *Mir96*^*Dmd*o^ heterozygous HCs, corresponding to a midway change in expression (Figure 2B).

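Over the 139 genes lower in homozygous mutant HCs, the median position of the heterozygous HCs was 0.408 of the way from the wild-type to the homozygous level, and over the 36 higher genes it was 0.447. Over the lower genes it was 0.651 in replicate 45, which shares the lower mouse numbers of the homozygous mutants, and 0.234 and 0.320 in replicates 48 and 51, and over the higher genes 0.637, 0.357 and 0.361. Without replicate 45 the medians were 0.256 and 0.324, while with the mouse numbers in the model, a term chosen after the data were seen, they were 0.411 over the 22 lower and 0.535 over the 3 higher genes then called. The simulations below hold no effect of the mouse numbers. The medians varied between the 3 heterozygous libraries with an SD of 0.220 for lower and 0.161 for higher genes, and 138 of 139 and 35 of 36 genes lay between 0 (wild-type) and 1 (homozygous mutant). *Fcrlb* was at 163 ± 36.1 CPM (SD, n = 3) in heterozygous HCs and *Gm1113* at 526 ± 174 (SD, n = 3). Tested as a trend with the number of Dmdo alleles, 66 genes rose and 204 fell at a false discovery rate under 10%. This total of 270 was 929 without wild-type 44, 45 without wild-type 59, 39 without homozygous mutant 43 and, in settings chosen after the data were seen, 59 with the mouse numbers and 15 with the sex transcripts in the model and 21 without both wild-type 59 and homozygous mutant 46. *Fcrlb* changed by -1.60 on the log2 scale per allele (standard error 0.18, adjusted p = 1.72e-04 from edgeR's quasi-likelihood test), *Gm1113* by -1.26 (0.15, 1.83e-04), *Nefm* by -0.82 (0.12, 0.00353), *Spp1* by -0.79 (0.13, 0.00578) and *Usp2* by -1.17 (0.19, 0.00578). *Igll1*, *Enho*, *Ecrg4*, *Jpt2* and *Eef1a2* rose by 1.27, 0.84, 1.52, 1.16 and 0.88 per allele (adjusted p = 0.00578 to 0.0107).
No gene differed between heterozygous and wild-type HCs in edgeR, where 686 genes had an unadjusted p under 0.05, while DESeq2 called 46 and limma-voom 1. *Nefm* had the smallest p (log2 fold change -1.27, standard error 0.24, adjusted p = 0.551). With *Nefm*, the 5 smallest p values in each direction were those of *Stard3*, a cholesterol-binding protein of endosomes, *Htr3a*, the heat shock gene *Hspa1a* and *Pgap3*, with log2 fold changes of -1.86, 1.98, 7.13 and -2.12 (adjusted p = 1 for each), of *Mthfsd*, the taste receptor gene *Tas1r3* and *Vwc2*, with -1.43, -7.88 and 1.57, and of *Eef1a2* and *Usp24*, with 1.12 and 1.22. *Fcrlb* alone was lower in homozygous mutant than in heterozygous HCs (log2 fold change -2.14, standard error 0.33, adjusted p = 0.0219), and edgeR gave 1030 genes at an unadjusted p under 0.05, DESeq2 147 calls and limma-voom 136. That call of edgeR was lost with glmTreat, with 1 surrogate variable, without heterozygous 51, homozygous mutant 46 or homozygous mutant 47 and, in settings chosen after the data were seen, with the mouse numbers or the sex transcripts in the model and without the 2 libraries that stand apart (wild-type 59 and homozygous mutant 46), where *Kif21b* was called instead. *Gm1113*, the zinc finger gene *Zfr2*, *Ocm* and *Slc24a3* followed at -1.54, -2.03, -2.12 and -1.75 (adjusted p = 0.233 to 0.263), and in the other direction *Ube2u*, the keratin gene *Krt19*, *Hspa2* and the ribosomal pseudogene *Gm8730* at 2.29, 10.16, 0.93 and 1.33 (adjusted p = 0.552 to 0.665). *Krt19* was at 46.6 CPM in homozygous mutant 46 and at 2.19 or less in the other homozygous mutants, over heterozygous levels near 0, so its value rests largely on 1 library that stands apart.
Genes picked for a difference between homozygous mutant and wild-type HCs place any other group between them in part. In 20 simulations with heterozygous HCs at the wild-type level the median positions were 0.126 (0.105 to 0.150) for lower and 0.208 (0.169 to 0.225) for higher genes. With genes chosen on 2 against 2 libraries and measured on the libraries left out, the mean position was 0.164 for lower genes. It was -0.03, -0.19 and -0.03 in the pairs measured on wild-type 44, and 0.15 to 0.41 in the others. The mean of 1.36 for higher genes rests on 1 of 8 pairs (12.99) in which the homozygous and wild-type levels nearly coincided. That pair was measured on wild-type 44, whose other pairs gave -0.90 and -1.65. Pairs measured on the other wild-type libraries ran from -1.13 to 0.48. The medians over the pairs, chosen after the data were seen, were 0.245 and 0.311. Both contrasts use the same wild-type libraries: the correlation of their log2 fold changes across genes, which are not independent replicates, was 0.523, against 0.508 (0.484 to 0.524) in 20 simulations with no effect, and their covariance was 1.49 against 0.808 (0.756 to 0.849). In the simulations with heterozygous HCs at the wild-type level and homozygous mutants as fitted, the correlation was 0.332 (0.313 to 0.362) and the covariance 0.797 (0.729 to 0.886). These called 794 lower and 544.5 higher genes (medians), against 139 and 36 in the data, so their positions rest on a looser selection of genes. Genes at an unadjusted p under 0.05 in both contrasts numbered 209 lower and 138 higher, where the simulations with no effect gave 43 and 123.5, those with heterozygous HCs at the wild-type level 101.5 and 133.5, and independent lists would share 33.92 and 13.38, so the shared wild-type libraries may account for nearly all of the overlap of higher genes and for a part of that of lower genes. From the position between the other genotypes, the paper describes a midway change in the heterozygous HCs that mirrors their auditory phenotype.

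**Figure D1:**
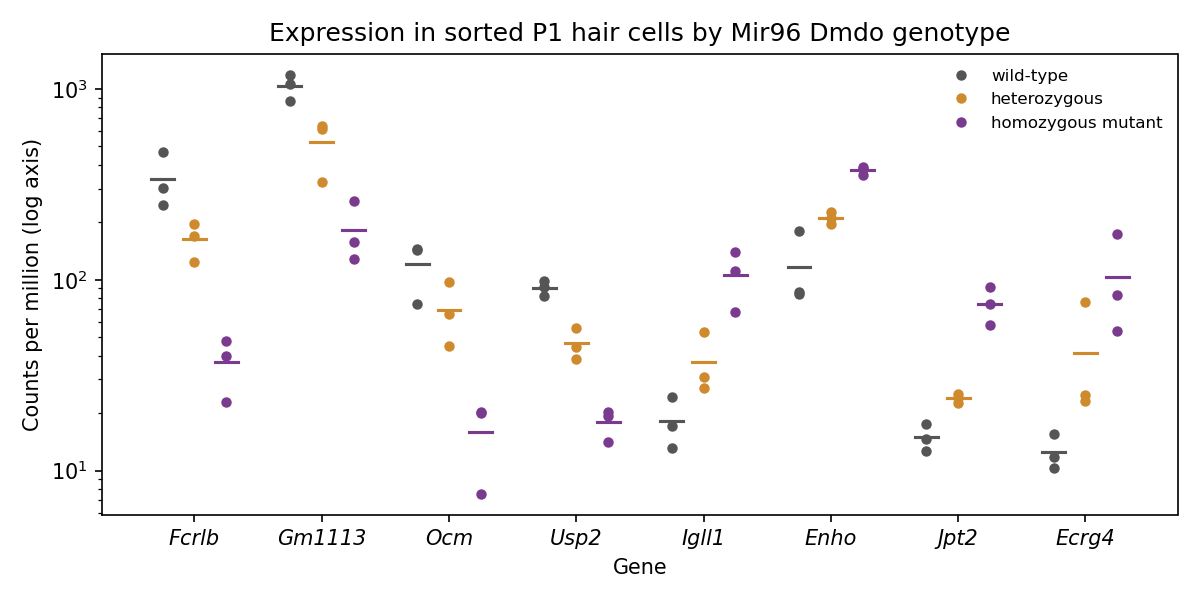
CPM on a log axis for 8 genes in each of the 9 libraries, with points for single mice and bars for the genotype means (3 mice each). In *Fcrlb* the wild-type mice lie between 245 and 468, the heterozygous between 124 and 195 and the homozygous mutants between 22.9 and 47.8, and in *Jpt2* the same genotypes lie between 12.6 and 17.6, 22.5 and 25.3, and 57.96 and 91.8.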

To examine concordance between the transcriptomic profiles of our cell-specific RNA-seq data set of P1 *Mir96*^*Dmdo*^HCs and the previously published microarray data set of P4 *Mir96*^*Dmdo*^ organ of Corti (Lewis et al., 2009), we focused on the most strongly upregulated (37) and downregulated (55) genes in the P4 *Mir96*^*Dmdo*^ homozygous mutant organ of Corti (Log_2_fold-change cutoff = 0.5; Lewis et al., 2009) and evaluated if the expression of these genes was concordantly up- and downregulated in our data set. We found that the differential expression of these 55 downregulated and 37 upregulated genes in *Mir96*^*Dmdo*^homozygous mutants compared to wild-type controls showed a highly consistent response between the two data sets (Figure 2C; downregulated genes: *p* = 1.29e-3; upregulated genes: *p* = 2.56e-2). Even with this overall similarity of the top responsive genes, we identified genes that were significantly up- or downregulated in our P1 HC-specific *Mir96*^*Dmdo*^ RNA-seq data set that were not significantly responsive in either the P4 or P0 *Mir96*^*Dmdo*^ organ of Corti microarray data sets (FDR < 5%; Lewis et al., 2009, 2016).

Testing the DE genes detected in our data set for enrichment for the GO categories, we determined biological processes that are compromised in the *Mir96*^*Dmdo*^ homozygous mutant HCs. 

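The lists used here were set before the counts were read, but after the fold changes of the paper's Supplementary Table 1, which come from these same mice, had been seen. Of 38 genes of the hair bundle, the mechanosensitive organelle of HCs, 7 were lower and none was higher in homozygous mutants (15 lower and 0 higher when adjusted over the list alone; 10 had a log2 fold change above 0), with a median log2 difference of -0.37 (adjusted p = 3.78e-04 from limma's camera; adjusted p = 0.451 with an estimated correlation). *Espn*, an actin-bundling protein of stereocilia, had a log2 fold change of -1.19 (standard error 0.23, adjusted p = 0.0236 from edgeR), *Loxhd1*, a stereociliary protein, -1.34 (0.31, 0.0571), and *Strc*, which encodes the stereocilin of the links between stereocilia, -2.32 (0.49, 0.059). Of 19 genes for calcium binding, pumps and channels in HCs, 8 were lower and none was higher (9 lower and 2 higher when adjusted over the list alone; median -0.87, adjusted p = 3.70e-04; adjusted p = 0.278 with an estimated correlation). These included the potassium channel *Kcna10* (-1.40, standard error 0.28, adjusted p = 0.0266), the calcium pumps *Atp2a3* (-1.67, 0.28, 0.00846) and *Atp2b2* (-1.23, 0.29, 0.0616), the calcium buffer *Calb1* (-2.02, 0.42, 0.0507) and the sodium-calcium exchanger *Slc24a3* (-2.33, 0.37, 0.00763).
Ribbon synapse and exocytosis genes, through which HCs signal to the auditory nerve, followed the same direction, with 5 of 21 lower and none higher (14 lower and 0 higher when adjusted over the list alone; median -0.81, adjusted p = 3.65e-06; adjusted p = 0.278 with an estimated correlation). Among them were the membrane fusion protein *Stx1a* (-2.09, standard error 0.44, adjusted p = 0.0362) and *Rimbp2*, which couples calcium channels to vesicle release (-1.39, 0.31, 0.044). Of 21 HC transcription factor genes, 3 were lower and none was higher (8 lower and 0 higher when adjusted over the list alone; median -0.55, adjusted p = 0.00169; adjusted p = 0.392 with an estimated correlation): the corepressor *Skor2* (-2.001, 0.36, 0.0129), *Srrm4*, a splicing factor of HCs and neurons (-1.27, 0.31, 0.0696), and *Gata3* (-1.33, 0.34, 0.0826). The vestibular list had 3 of 9 genes lower and none higher (3 and 0 adjusted over the list alone; median -0.41, adjusted p = 0.0178; adjusted p = 0.278 with an estimated correlation), and the cochlear list 1 of 9 lower, *Gata3*, and none higher (3 and 0 adjusted over the list alone; median -0.75, adjusted p = 0.034; adjusted p = 0.392 with an estimated correlation). With fry, which asks whether the genes of a list move one way and compares them with no others, the ribbon synapse and calcium lists (adjusted p = 0.00977 for each) and the vestibular list (0.00912) passed.
In Table 1, a choice of genes made on these same samples and so not independent evidence, 11 of the 20 genes of sensory perception of sound were lower, 13 of 33 of synaptic transmission, 17 of 35 of ion homeostasis, 9 of 20 of sensory organ morphogenesis and 5 of 9 of HC differentiation, and none was higher. When adjusted over the list alone, 20, 33, 35, 20 and 9 were lower. Examples from the synaptic list are *Car7*, a carbonic anhydrase of neurons (-2.39, standard error 0.43, adjusted p = 0.0125), and the postsynaptic scaffold genes *Shank2* (-1.45, 0.28, 0.0206) and *Grid2ip* (-1.68, 0.34, 0.029). Without wild-type replicate 59 and homozygous mutant replicate 46, none of the 38 hair bundle genes, 3 of 19 calcium genes and none of 21 synapse genes were called lower, and with the mouse numbers in the model 1, 4 and 0. Without those libraries the Table 1 lists, in the order above, had 0, 1, 5, 0 and 0 lower genes. They had 1, 1, 4, 0 and 0 with the mouse numbers and 0, 1, 3, 0 and 0 with the sex transcripts. The sound list stood at -0.41 in wild-type 44 and -0.83 in heterozygous 45, relative to the wild-type mean. It stood at 0.11, 0.40, -0.01 and -0.22 in wild-type 55 and 59 and heterozygous 48 and 51, and at -1.27, -1.21 and -0.88 in homozygous mutants. Of the genes named above as called, *Espn*, *Kcna10*, *Atp2a3*, *Slc24a3* and *Car7* kept their call with the mouse numbers, and *Atp2a3*, *Skor2* and *Car7* with the sex transcripts, both terms chosen after the data were seen. The hair bundle list no longer passed without wild-type replicate 59, the vestibular list without wild-type 59 or homozygous mutant 43, and the cochlear list without wild-type 55, wild-type 59, homozygous mutant 43 or homozygous mutant 46. Without both wild-type 59 and homozygous mutant 46, a setting chosen after the data were seen, the hair bundle and cochlear lists no longer passed. The transcription factor and cochlear lists no longer passed with the correction for GC content and gene length, and these and the vestibular list no longer passed with the mouse numbers in the model. The paper concludes that the lower genes give a molecular basis for the auditory phenotype of the homozygous mutants.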

The downregulated genes of *Mir96*^*Dmdo*^ homozygous mutant HCs were strongly enriched for genes that function in sensory perception of sound (FDR: 2.62E-05), synaptic transmission (FDR: 1.94E-03), and HC differentiation (FDR: 5.66E-03; Table 1), providing a molecular underpinning for the auditory phenotype observed in the *Mir96*^*Dmdo*^ homozygous mutant mice. However, in our data set, upregulated genes of *Mir96*^*Dmdo*^ homozygous mutant HCs function in many diverse biological processes, with no enrichment for any process.

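Of 79 cytosolic ribosomal protein genes, 72 had a log2 fold change above 0 between homozygous mutant and wild-type HCs, 2 were called higher and none lower (10 and 0 when adjusted over the list alone), with a median log2 difference of 0.90 (adjusted p = 4.88e-12 from limma's camera; adjusted p = 0.392 with an estimated correlation). These 2 were *Rpl22* (log2 fold change 1.33, standard error 0.27, adjusted p = 0.0278 from edgeR) and *Rpl15* (1.80, 0.37, 0.0326), and both calls were lost with the mouse numbers or the sex transcripts in the model, terms chosen after the data were seen. Of 74 ribosomal pseudogenes, which can take reads from their parent genes, 3 were higher and none was lower (17 and 0 when adjusted over the list alone; median 1.01, adjusted p = 2.79e-10; adjusted p = 0.392 with an estimated correlation), *Rpl7-ps7* (1.90, 0.47, 0.0731), *Rpl39-ps* (1.63, 0.41, 0.0761) and *Rps7-ps3* (1.12, 0.29, 0.0826). The median level of the pseudogene list relative to the wild-type mean was 1.09, 0.95 and 0.97 in the homozygous mutants, but also 0.92 in wild-type replicate 44 and 0.85 in heterozygous replicate 45, against -0.41, -0.40, -0.11 and 0.16 in the 4 other mice, so it followed the mouse numbers, and with these in the model none of the 74 was called. The pseudogene *Gm15500* was higher by 1.19 (0.26, 0.0442), and so was *Gas5*, a non-coding host of small nucleolar RNAs, by 1.23 (0.30, 0.0711), though neither was called with the mouse numbers or the sex transcripts in the model.
Nuclear-encoded genes of oxidative phosphorylation had 1 of 40 members higher and none lower (1 and 0 when adjusted over the list alone), with a median of 0.47 (adjusted p = 8.71e-05; adjusted p = 0.451 with an estimated correlation), the complex I gene *Ndufs4* (1.64, standard error 0.43, adjusted p = 0.0909), a call lost with the mouse numbers or the sex transcripts in the model. The median level of this list relative to the wild-type mean was 0.55, 0.43 and 0.57 in the homozygous mutants, but also 0.57 in wild-type replicate 44 and 0.54 in heterozygous replicate 45, against -0.35, -0.07, -0.13 and -0.06 in the 4 other mice, so it followed the mouse numbers. The ribosomal protein list likewise stood at 0.74 and 0.64 in wild-type 44 and heterozygous 45, and at 1.01, 0.90 and 0.99 in the homozygous mutants. All 7 mitochondrially encoded genes lay above 0 and none was called (5 higher and 0 lower when adjusted over the list alone; median 0.82, adjusted p = 0.00205; adjusted p = 0.451 with an estimated correlation), as in *mt-Co1* (0.76, 0.28, 0.245). None of 31 proteasome genes was called (0 higher and 0 lower adjusted over the list alone; median 0.47, adjusted p = 3.70e-04; adjusted p = 0.392 with an estimated correlation), with the smallest p for *Psmb1* (0.79, 0.26, 0.196).
Genes listed for cell types other than HCs varied between the homozygous mutant libraries, and their lists also varied between libraries of the other genotypes. Some were well expressed in wild-type libraries, such as *Atp1b2* of the non-sensory epithelial list (157 ± 70.9 CPM, SD, n = 3). *Cnp* of the glial list was at 224 ± 61.9 CPM (SD, n = 3) there. The list medians therefore cannot tell other cells in the sort from expression in HCs. Relative to the wild-type mean, the glial median ran from -0.89 to 0.65 in wild-type, -0.11 to 0.82 in heterozygous and 0.21 to 0.96 in homozygous mutant mice. In the same order, the mesenchyme median ran from -0.61 to 0.87, -0.18 to 0.87 and -0.19 to 2.61. The non-sensory epithelial median ran from -0.95 to 0.94, 0.25 to 1.54 and 0.50 to 2.15. Of 14 Schwann cell and glial genes none was called (4 higher and 0 lower when adjusted over the list alone; median 0.75, adjusted p = 0.0421; adjusted p = 0.451 with an estimated correlation), and the myelin gene *Mbp* was at 20.3, 128.2 and 34.3 CPM in replicates 43, 46 and 47 against at most 21.8 in wild-type (adjusted p = 0.311). Of 14 mesenchyme and fibrocyte genes none was called (1 higher and 0 lower adjusted over the list alone; median 0.87, adjusted p = 0.027; adjusted p = 0.451 with an estimated correlation), and *Otor*, a secreted protein of the inner ear mesenchyme, was at 13.8, 248.5 and 39.3 CPM against at most 14.2. Of 10 non-sensory epithelial genes of the ear none was called (0 higher and 1 lower when adjusted over the list alone; median 1.34, adjusted p = 0.0421; adjusted p = 0.451 with an estimated correlation). Of 34 genes of supporting cells and the greater epithelial ridge 1 was higher (the growth factor *Ptn*, 1.04, 0.27, 0.0854) and 2 were lower (the matrix gene *Matn4*, -2.25, 0.48, 0.0616, and *Fbxo2*), of which *Fbxo2* alone kept its call with the mouse numbers and none with the sex transcripts in the model, with 2 and 2 adjusted over the list alone (median -0.09, mean 0.02, adjusted p = 0.629). *Epyc*, a small proteoglycan of that list, was at 7.27, 154.9 and 23.2 CPM in the same replicates and at most 7.74 in wild-type (adjusted p = 0.12). Without wild-type replicate 59 and homozygous mutant replicate 46, the mesenchyme, non-sensory epithelial and glial lists no longer passed, and with the correction for GC content and gene length neither did the proteasome, oxidative phosphorylation, mitochondrial, non-sensory epithelial and glial lists. With the mouse numbers in the model the proteasome, oxidative phosphorylation and glial lists no longer passed. Without wild-type replicate 44 the mitochondrial, mesenchyme and non-sensory epithelial lists no longer passed, and over 24 settings the non-sensory epithelial list passed in 10 and the glial list in 11. The supporting cell list passed in 2 of the 24, limma-voom and the fit without wild-type 59 and homozygous mutant 46 (lowest adjusted p = 0.0336). Its median ran from -0.41 to 0.18 over the settings.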

Additionally, we applied network analysis to the set of DE genes. We used our recently developed DOMINO algorithm. The input of the analysis consists of a large protein–protein interaction (PPI) network and the set of DE genes and DOMINO searches the PPI of sub-networks of interacting proteins that are enriched for the DE genes (Levi et al., 2021, 2022). Each such subnetwork (termed an “active module”) represents a functional unit of interacting proteins. Using the STRING (human) PPI (Szklarczyk et al., 2021), DOMINO identified four main active modules among the genes that were downregulated in the *Mir96*^*Dmdo*^ homozygous mutant HCs. In addition to the key module enriched for proteins that function in “perception of sound”, functional modules for “chromatin organization”, “endocytosis”, and “Golgi vesicle transport” were also detected (Figure 3).

miRNAs mainly exert a destabilizing effect on their target genes. miRNA target gene repression is initiated by the binding of the miRNA to *cis*-regulatory target sites that, for the majority, are embedded in the 3′ UTRs of target genes. Therefore, direct targets of miR-96 are expected to be repressed in wild-type tissue and, in turn, would have upregulated expression in the HCs of *Mir96*^*Dmdo*^ homozygous mutant compared to wild-type littermates. Consequently, seeking direct target genes of miR-96 in the mouse inner ear, we searched the genes upregulated in the *Mir96*^*Dmdo*^ homozygous mutant HCs for predicted miR-96 target sites that are conserved between human and mouse. 

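All 13 of the genes that the study lists as predicted targets of miR-96 and higher in homozygous mutants lay above 0 here, and 1 of them was called. The list was chosen on these samples, so its direction is not independent evidence (13 of 13 higher when adjusted over the list alone). *Jpt2*, a gene for a microtubule-associated protein on chromosome 17 of GRCm38 (24937419 to 24960689), was at 15.0 ± 2.51 CPM (SD, n = 3) in wild-type, 23.9 ± 1.42 (SD, n = 3) in heterozygous and 74.7 ± 16.9 (SD, n = 3) in homozygous mutant HCs, a log2 fold change of 2.32 (standard error 0.45, adjusted p = 0.0249 from edgeR's quasi-likelihood test). *Morf4l2*, a chromatin protein gene, was at 141 ± 1.37 CPM (SD, n = 3) and 271 ± 42.4 (SD, n = 3), a log2 fold change of 0.94 (standard error 0.25, adjusted p = 0.101). *Tmx1*, a thioredoxin-related protein of the endoplasmic reticulum, had 1.29 (0.35, 0.107) and the heat shock gene *Hspa2* 0.85 (0.24, 0.119). The phosphatase inhibitors *Ppp1r11* and *Arpp19* had 0.97 (0.31, 0.181) and 1.89 (0.72, 0.281), and *Insig2*, a regulator of cholesterol synthesis, 1.71 (0.57, 0.207). *Stard7*, *Kpnb1* and *Uck2*, which serve lipid transfer, nuclear import and pyrimidine salvage, had 0.93, 0.69 and 0.92 (adjusted p = 0.216 to 0.243). The calpain subunit gene *Capns1* was at 68.4 ± 17.7 CPM (SD, n = 3) in wild-type and 125 ± 16.4 (SD, n = 3) in homozygous mutant HCs, a log2 fold change of 0.87 (standard error 0.32, adjusted p = 0.252). *Lamp2*, a lysosomal membrane protein gene, had 0.81 (0.30, 0.256) and a level in heterozygous HCs, 109 ± 5.65 CPM (SD, n = 3), at that of homozygous mutants, 103 ± 13.0 (SD, n = 3). With DESeq2 12 of the 13 were called, *Capns1* being the exception. The call of *Jpt2* was lost with glmTreat, without homozygous mutant 47 and, in settings chosen after the data were seen, with the mouse numbers or the sex transcripts in the model and without wild-type 59 and homozygous mutant 46, and in these last 3 settings none of the 13 was called.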

Using TargetScan predictions, we found that 17% of the upregulated genes in the HCs of *Mir96*^*Dmdo*^ homozygous mutants (13 of the 77 genes in the upregulated set that were included in TargetScan DB) were predicted as miR-96 direct targets (Supplementary Table 1B; Agarwal et al., 2015). 

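Of the genes that carry the study's mark for or against a predicted conserved miR-96 site, 1 of 12 called higher and 6 of 72 called lower here were predicted targets, 8.33% of each (odds ratio 1, two-sided Fisher's exact test, p = 1). The predicted target among the higher genes was *Jpt2*. With only 12 marked higher genes the test could hardly tell a share of 17%, the paper's value, from 8.33%. It therefore does not show that the shares are equal. Over the study's own called genes the marks give 13 of 77 and 16 of 240 (Fisher's exact test, p = 0.0113). With the calls of DESeq2 they gave 12 of 74 and 16 of 238 (p = 0.0188 from the same exact test), and with those of DESeq2 with shrunken fold changes 13 of 76 and 16 of 237 (p = 0.0112).
The marks cover only genes the study called, so the sites were also read from annotated 3′ UTRs of GENCODE. These sites are matches of sequence, whereas the study's mark is for conserved sites. Genes whose 3′ UTR holds a site of the miR-96 seed (GTGCCAA) numbered 1276, with a median log2 difference of 0.10 between homozygous mutant and wild-type HCs, and 11704 genes without a site had -0.04. The mean difference of 0.18 did not pass the test (adjusted p = 0.116 over both seeds tested, from limma's camera, and 0.187 with an estimated correlation). Over the 400 genes with the longer site (GTGCCAAA) it was 0.26 and did not pass (adjusted p = 0.0567, and 0.163 with an estimated correlation). With the length and GC content of the 3′ UTR regressed out, the mean difference over the 1276 genes was 0.23 (adjusted p = 0.0288, and 0.174 with an estimated correlation). With the correction of the counts for GC content and gene length, run on this test after the data were seen, it was 0.23 (adjusted p = 0.026; adjusted p = 0.0335 with an estimated correlation). In settings also chosen then, it was 0.26 with the mouse numbers in the model (adjusted p = 0.0123; adjusted p = 0.0263 with an estimated correlation) and 0.16 with the sex transcripts (adjusted p = 0.143; adjusted p = 0.218 with an estimated correlation).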

Notably, the proportion of predicted miR-96 direct targets among the upregulated genes was significantly higher than its proportion among the downregulated genes of *Mir96*^*Dmdo*^ homozygous mutant HCs (6%; 16 of the 240 genes in this set that were included in TargetScan DB, *p*-value for the difference = 0.007, chi-square test).

We hypothesized that genes targeted by miR-96 in HCs are more specifically and highly expressed in non-HC cell types, including SCs, and are repressed in HCs by miR-96 during HC differentiation. Therefore, we evaluated the expression of upregulated genes in *Mir96*^*Dmdo*^ homozygous mutant HCs, in P1 wild-type HCs and SCs from a previously published data set (Kolla et al., 2020). Indeed, we found that the genes upregulated in the *Mir96*^*Dmdo*^ homozygous mutant HCs, as a group, had significantly higher expression in wild-type SCs as compared to HCs, suggesting a role for miR-96 in suppressing genes more highly expressed in SCs than in HCs (Figures 4A, B, *p* = 0.000009; Supplementary Figure 1, *p* = 0.00002). We next analyzed the subgroup of upregulated genes with an miR-96 seed region in their 3′ UTR (i.e., predicted target genes, *n* = 13). Of these 13 candidate miR-96 targets, 6 showed a higher expression in SCs compared to HCs (Figures 4C, D, *p* = 0.15), among them *Capns1* and *Lamp2* (Figures 4C, E), suggesting a direct repressive effect for miR-96 on these genes in HCs.

## Discussion

Here, we shared the first HC-specific RNA-seq data set and analysis of *Mir96*^*Dmdo*^ mice to further characterize the gene regulatory network downstream of miR-96 in HCs. Previous work investigating the regulatory role of miR-96 in the inner ear used microarray data to analyze the expression of RNA extracted from the entire organ of Corti. This approach may limit the ability to identify changes in the expression of genes with an inner ear expression not limited to HCs (e.g., HCs and SCs or mesenchyme). With an HC-specific RNA-seq approach, we were able to identify significantly downregulated genes that were enriched for the GO term of sensory perception of sound, synaptic transmission, and sensory organ morphogenesis, which consisted of genes necessary for HC development and hearing, as well as known deafness genes. These genes included *Fbxo2, Myo15a, Myo7a, Otof, Spp1, Syt2, Ttll3*, and *Ush1c*, which were not identified as DE genes in either the P4 or the P0 *Mir96*^*Dmdo*^ microarray data set, indicating the need for an HC-specific approach to identify the differential expression of such genes in HCs. 

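*Spp1*, which encodes the secreted phosphoprotein osteopontin and is a marker of vestibular HCs, was at 1668 ± 220 CPM (SD, n = 3) in wild-type, 1016 ± 334 (SD, n = 3) in heterozygous and 561 ± 122 (SD, n = 3) in homozygous mutant HCs, a log2 fold change of -1.57 (standard error 0.26, adjusted p = 0.00846 from edgeR's quasi-likelihood test). *Ttll3*, a tubulin glycylase gene, fell from 329 ± 81.8 CPM (SD, n = 3) to 78.5 ± 21.5 (SD, n = 3), a log2 fold change of -2.07 (0.34, 0.00846). *Ush1c*, a scaffold of the tip links between stereocilia on chromosome 7 of GRCm38 (46195350 to 46238503), was lower by -1.10 (standard error 0.26, adjusted p = 0.0639), *Fbxo2*, a ubiquitin ligase subunit gene, by -0.94 (0.23, 0.0694) and *Syt2*, a calcium sensor of vesicle release, by -1.11 (0.27, 0.0736). The unconventional myosins *Myo15a*, at the tips of stereocilia, and *Myo7a*, at the tip links, had log2 fold changes of -1.31 (0.36, 0.12) and -0.88 (0.26, 0.141), which did not pass, with all 3 homozygous mutants below all 3 wild-type mice in both. *Otof*, the calcium sensor of the ribbon synapse and the most abundant of these transcripts, was at 5217 ± 1933 CPM (SD, n = 3) in wild-type and 2490 ± 679 (SD, n = 3) in homozygous mutant HCs (-1.07, 0.30, 0.125). The calls of *Ush1c*, *Fbxo2* and *Syt2* were lost in at least 5 of the 9 fits without 1 library, those of *Ttll3* in none and that of *Spp1* in 1. With the mouse numbers in the model the calls of *Ush1c* and *Syt2* were lost, and with the sex transcripts those of *Ttll3*, *Ush1c*, *Fbxo2* and *Syt2*, both terms chosen after the data were seen.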

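*Ocm*, the gene for the calcium buffer oncomodulin of outer and some vestibular HCs, lies on chromosome 5 of GRCm38 (144019804 to 144026670) and was at 121 ± 40.6 CPM (SD, n = 3) in wild-type, 69.5 ± 26.1 (SD, n = 3) in heterozygous and 16.0 ± 7.28 (SD, n = 3) in homozygous mutant HCs. This is a log2 fold change of -2.92 (standard error 0.45, adjusted p = 0.00663 from edgeR's quasi-likelihood test), called in each of the 28 alternatives run. *Ptprq*, a receptor phosphatase of the hair bundle, was at 773 ± 215 CPM (SD, n = 3) in wild-type and 420 ± 140 (SD, n = 3) in homozygous mutants, a log2 fold change of -0.88 (standard error 0.28, adjusted p = 0.176), and *Gfi1*, a transcription factor that HCs need to survive, at 871 ± 174 (SD, n = 3) and 541 ± 56.0 (SD, n = 3), -0.69 (0.24, 0.216). Neither passed, though all 3 homozygous mutants lay below all 3 wild-type mice in both. DESeq2 called both lower, and limma-voom *Ptprq* alone.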

A fewer number of genes, including *Gfi1, Ocm*, and *Ptprq*, were previously identified as significantly downregulated in the P4 and/or P0 *Mir96*^*Dmdo*^ microarray data sets that were also significantly downregulated in this P1 HC-specific RNA-seq data set (Lewis et al., 2009, 2016). In addition, despite a similarity in HC gene expression in P0 and P1 HCs, the previously published P0 *Mir96*^*Dmdo*^ organ of Corti microarray data set only identified 18 significantly DE genes (Lewis et al., 2016). This further shows the benefit of using an HC-specific RNA-seq approach to identify a much larger number of DE genes and, in turn, potential targets of miR-96 in HCs at an earlier HC developmental time to better understand the progressive phenotype of the *Mir96*^*Dmdo*^ mice.

Our analysis further highlights the complementary roles of the GO and PPI analyses. 

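Of 30 chromatin regulator genes, 24 had a log2 fold change below 0 between homozygous mutant and wild-type HCs, 3 were called lower and none higher (11 lower and 1 higher when adjusted over the list alone), with a median log2 difference of -0.35 (adjusted p = 0.0013 from limma's camera; adjusted p = 0.451 with an estimated correlation). Among those called, the histone methyltransferase *Dot1l* had a log2 fold change of -1.58 (standard error 0.34, adjusted p = 0.0424 from edgeR) and *Ankrd11*, a chromatin-bound regulator, -1.04 (0.26, 0.0745), and both calls were lost with the mouse numbers or the sex transcripts in the model, terms chosen after the data were seen. The list did not pass with the correction for GC content and gene length or with the mouse numbers in the model. Its median log2 level relative to the wild-type mean was -0.44, -0.48 and -0.45 in the homozygous mutants, but also -0.44 in wild-type replicate 44 and -0.50 in heterozygous replicate 45, against 0.25, 0.14, 0.07 and -0.12 in the 4 other mice. The list thus followed the split by mouse number, which rests on wild-type 44 and heterozygous 45, and cannot be tied to genotype.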

While both analyses identified sensory organ development and HC differentiation as functions enriched in the downregulated genes, the PPI analysis further discovered enrichment for endocytosis, chromatin organization, and Golgi vesicle transport. 

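*Dnm1*, the neuronal dynamin that pinches vesicles from the membrane, was at 241 ± 106 CPM (SD, n = 3) in wild-type and 92.7 ± 19.9 (SD, n = 3) in homozygous mutant HCs, a log2 fold change of -1.38 (standard error 0.33, adjusted p = 0.0666 from edgeR's quasi-likelihood test). *Syne4*, a nuclear envelope protein that positions HC nuclei, was at 402 ± 109 CPM (SD, n = 3) and 201 ± 27.4 (SD, n = 3), a log2 fold change of -1.002 (standard error 0.27, adjusted p = 0.107), which did not pass. In both genes all 3 homozygous mutants lay below all 3 wild-type mice. The call of *Dnm1* was lost in 6 of the 9 fits without 1 library, and with the mouse numbers or the sex transcripts in the model, terms chosen after the data were seen.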

Some of the genes within the PPI network enriched for endocytosis and chromatin organization have known roles in HC function and/or hearing, such as *Dnm1, Syt2*, and *Syne4* (Horn et al., 2013; Johnson et al., 2013; Herrmann et al., 2014; Neef et al., 2014; Masterson et al., 2018). Other proteins that interact with *DNM1, SYT2*, and *SYNE4* are likely excellent candidates to investigate as having a role in hearing as well. Interestingly, a number of the significantly downregulated genes of the PPI networks, including those enriched for chromatin organization and Golgi vesicle transport, have no known role in hearing, including *Kif21b, Scn3b*, and *Slc6a17*, and are highly and specifically expressed in HCs at P1 (Kolla et al., 2020). These genes may be interesting, novel candidates involved in HC development that may allow us to better understand miR-96’s role in hearing as well as these genes’ roles in the inner ear during development.

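*Kif21b*, a kinesin motor gene on chromosome 1 of GRCm38 (136131389 to 136177998), was at 200 ± 90.0 CPM (SD, n = 3) in wild-type, 84.6 ± 37.1 (SD, n = 3) in heterozygous and 24.4 ± 21.9 (SD, n = 3) in homozygous mutant HCs, a log2 fold change of -3.04 (standard error 0.57, adjusted p = 0.0326 from edgeR's quasi-likelihood test). *Scn3b*, an auxiliary subunit of sodium channels, was at 261 ± 59.4 CPM (SD, n = 3) in wild-type and 122 ± 8.15 (SD, n = 3) in homozygous mutant HCs, -1.10 (0.26, 0.0657). *Slc6a17*, a vesicular amino acid transporter, was at 263 ± 59.9 CPM (SD, n = 3) and 142 ± 30.3 (SD, n = 3), -0.89 (0.29, 0.187), and did not pass. The call of *Scn3b* was lost in 5 of the 9 fits without 1 library and that of *Kif21b* in 3, and both were lost with the mouse numbers or the sex transcripts in the model, terms chosen after the data were seen.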

Prior research identified genes necessary for non-sensory cell development in the inner ear, including *Zeb1* and *Snai2*, as direct targets of miR-96 (Lewis et al., 2021). Here, we further show that genes upregulated in the *Mir96*^*Dmdo*^ HCs, as a group, have a higher expression in wild-type SCs as compared with HCs. Therefore, we hypothesize that the role of miR-96 in HCs is to repress the expression of genes with a broad expression pattern in the organ of Corti during early development. 

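Genes with a site for the seed of miR-96 Dmdo (GAGCCAA) in their annotated 3′ UTR, which the mutant microRNA could pair with, were lower as a group in homozygous mutant HCs. There were 1348 such genes with a median log2 difference of -0.25, against 0.00 for 11632 genes with an annotated 3′ UTR and no site. The mean difference was -0.29 (adjusted p = 0.0027 over both seeds tested, from limma's camera; adjusted p = 0.0149 with an estimated correlation). Over the 425 genes with the longer site (GAGCCAAA) it was -0.32 (adjusted p = 0.00102; adjusted p = 0.00844 with an estimated correlation). With the length and GC content of the 3′ UTR regressed out the mean difference was -0.22 (adjusted p = 0.0282; adjusted p = 0.174 with an estimated correlation). The adjusted p lay between 0.00171 and 0.0172 in the fits without 1 library, and between 0.00472 and 0.054 with an estimated correlation, where it was lost without homozygous mutant 43 (0.054). It was also lost without wild-type 59 and homozygous mutant 46 (adjusted p = 0.00356; adjusted p = 0.0554 with an estimated correlation). The mean difference was -0.21 with the correction of the counts for GC content and gene length (adjusted p = 0.0228; adjusted p = 0.0335 with an estimated correlation), -0.24 with the mouse numbers in the model (adjusted p = 0.0123; adjusted p = 0.0171 with an estimated correlation) and -0.31 with the sex transcripts (adjusted p = 0.00147; adjusted p = 0.0147 with an estimated correlation). The settings of the last 3 sentences were chosen after the data were seen.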

We must not rule out the possibility that some up- and downregulated genes in this data set may not be direct or indirect targets of miR-96 but, instead, are novel targets of the *Mir96*^*Dmdo*^ allele. Previous work of P4 and P0 *Mir96*^*Dmdo*^ organ of Corti microarray data sets has shown that *Ptprq*, a gene downregulated in our data set, contains the novel seed region of the *Mir96*^*Dmdo*^ mutation. This finding suggested that *Ptprq* is likely a target of the miR-96^*Dmdo*^ rather than a wild-type miR-96 target (Lewis et al., 2021).

An important limitation of this study is the inclusion of both cochlear and vestibular HCs to generate the RNA for bulk sequencing. While both the cochlear and vestibular HCs of the *Mir96*^*Dmdo*^ mice exhibit a similar phenotype, namely, abnormal stereocilia and HC degeneration (Lewis et al., 2009), previous studies have shown transcriptional differences between cochlear and vestibular HCs (Scheffer et al., 2015). Therefore, we analyzed the wild-type expression of the downregulated genes in our P1 *Mir96*^*Dmdo*^ RNA-seq data set in auditory and vestibular HCs to ensure these genes are, in fact, expressed and thus affected by the miR-96 mutation in both systems. We found that 375 of the 416 downregulated genes in our data set are expressed in wild-type P1/P2 cochlear and vestibular HCs (McInturff et al., 2018; Kolla et al., 2020; Kalra et al., 2023; 12 downregulated genes were not detected in the P1/P2 wild-type cochlear and vestibular HCs). Future studies could use scRNA-seq to analyze the differential role for miR-96 in auditory and vestibular HCs.

In addition to HCs, members of the miR-183/96/82 cluster, together and individually, play a role in the development of other sensory cells, including retinal cells and neurons (Davari et al., 2017; Peng et al., 2018; Zolboot et al., 2021; Urbán et al., 2023). Specifically, the miR-183/96/82 cluster is necessary for photoceptor differentiation and maintenance in mice (Zhang et al., 2020; Xiang et al., 2022). This suggests that some targets of miR-96 and/or the miR-183/96/82 cluster may be shared between the auditory and visual systems. Importantly, when searching for similarities and differences in gene expression patterns between data sets of perturbation of the miR-183/96/82 cluster across systems, up- and downregulated genes must be analyzed separately. Upregulated genes would be candidates for direct targets of the miR-183/96/82 cluster or one of its members. By comparison, downregulated genes, as shown in our data set, can reflect a developmental arrest rather than a direct effect of the miR-96 mutation. For example, *Ush1c* was significantly downregulated in our P1 *Mir96*^*Dmdo*^ HC RNA-seq data set. Mutations in USH1C affect both the auditory and visual systems, causing profound bilateral deafness, vestibular dysfunction, and progressive retinitis pigmentosa. However, mutations in *MIR96*, to date, have not been associated with syndromic forms of hearing loss – supporting the hypothesis that either the downregulation of *Ush1c* with disruption of the miR-183/96/82 cluster signaling is cell type–specific or the downregulation of *Ush1c* in the mutant HCs reflects a maturation arrest. It is also possible that deeper phenotyping of patients with mutations in *MIR96* could reveal a retinal phenotype.

This study further highlights the importance of the non-coding genome in gene regulation of the inner ear. Many advancements in technology, such as improved RNA sequencing, miRNA sequencing, and enhanced bioinformatics tools, have allowed us to better identify mutations in the non-coding genome that lead to hearing loss as well as understand elements of the non-coding genome involved in inner ear development and auditory function (Schrauwen et al., 2016; Avraham et al., 2022). The non-coding genome consists of many elements, including enhancers, long non-coding RNA (lncRNA), and miRNAs. 

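*Lockd*, a lincRNA gene on chromosome 6 of GRCm38 (134929092 to 134956798), was at 26.6 ± 27.5 CPM (SD, n = 3) in wild-type, 12.0 ± 11.7 (SD, n = 3) in heterozygous and 10.96 ± 8.10 (SD, n = 3) in homozygous mutant HCs (log2 fold change -1.28, standard error 0.98, adjusted p = 0.637 from edgeR's quasi-likelihood test). *Emx2os*, antisense to the transcription factor gene *Emx2* on chromosome 19 (59425104 to 59458635), was at 4.36 ± 4.15 (SD, n = 3), 4.34 ± 2.78 (SD, n = 3) and 3.18 ± 3.54 (SD, n = 3) CPM (-0.45, 1.88, 0.956). *Dlx1as* had 9 counts in heterozygous replicate 51, 0 in each other library, and was not tested. For *Emx2os* and *Dlx1as*, reads of the sense gene may be counted in part.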

LncRNAs, such as *Lockd, Dlx1as, Emx2os*, and *Soxot*, are of interest because they are located in unresolved deafness-associated loci (Ushakov et al., 2017). Additionally, recent studies have begun to hypothesize roles for some lncRNAs in the inner ear, including *Gas5*, which may regulate the *Notch1* pathway (Koffler-Brill et al., 2021). miRNAs have specific spatiotemporal expression in the auditory and vestibular systems, with some having known roles in inner ear development and function (Friedman et al., 2009; Rudnicki et al., 2014; Mahmoudian-sani et al., 2017). This includes the miR-183/92/182 cluster discussed in this study, as well as miR-199a, miR-18a, miR-15a, and miR-431 (Friedman et al., 2009; Fan et al., 2016). We can benefit from comparing the regulatory cascades of different miRNAs and lncRNAs to better understand their role in the inner ear and possible compensatory ability for one another and identify targets for potential therapeutics in patients with mutations affecting the expression/function of these genes.

## Supplementary Material

Supplementary Figure 1

Supplementary Table 2

Supplementary Table 1

## Figures and Tables

**FIGURE 1:**
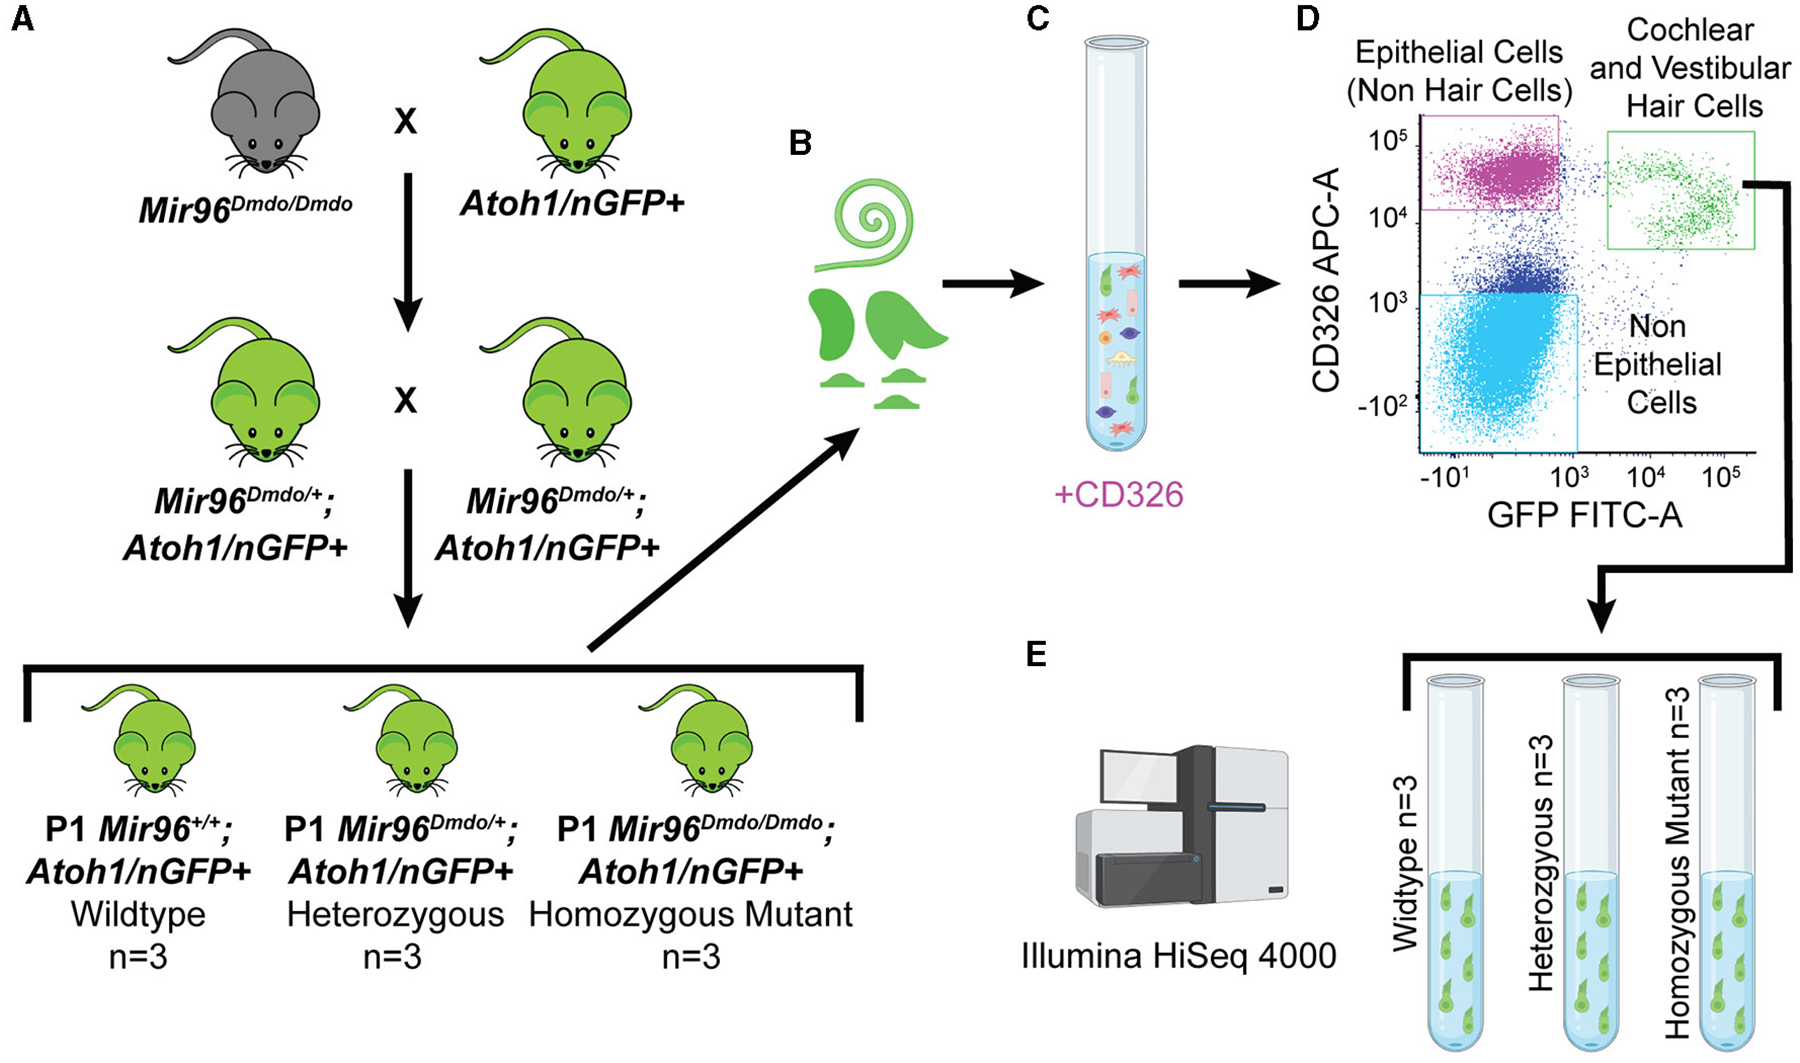
*Mir96*^*Dmdo*^ hair cell–specific bulk RNA sequencing. **(A)** Cross between *Mir96*^*Dmdo*^ mice and the *Atoh1/nGFP*+ mice to generate *Mir96*^*Dmdo*^; *Atoh1/nGFP*+ mice. **(B)** Cochleae and vestibular organs of *Mir96*^*Dmdo*^;*Atoh1/nGFP*+ wild-type, heterozygous, and homozygous mutant mice harvested at P1 and dissociated. **(C, D)** Staining of cochleae and vestibular organs of P1 *Mir96*^*Dmdo*^;*Atoh1/nGFP*+ mice with anti-CD326, an epithelial marker, allows for isolation of cochlear and vestibular hair cells (HCs; CD326- and GFP-positive gated together as a population, seen in green), epithelial non-HCs (CD326-positive gated as a population, seen in magenta), and non-epithelial cells (CD326- and GFP-negative gated together as a population, seen in light blue) using fluorescence-activated cell sorting. **(E)** Bulk RNA sequencing performed on P1 wild-type (*n* = 3), heterozygous (*n* = 3), and homozygous mutant (*n* = 3) *Mir96*^*Dmdo*^;*Atoh1/nGFP*+ HC samples. Created with Biorender.com.

**FIGURE 2:**
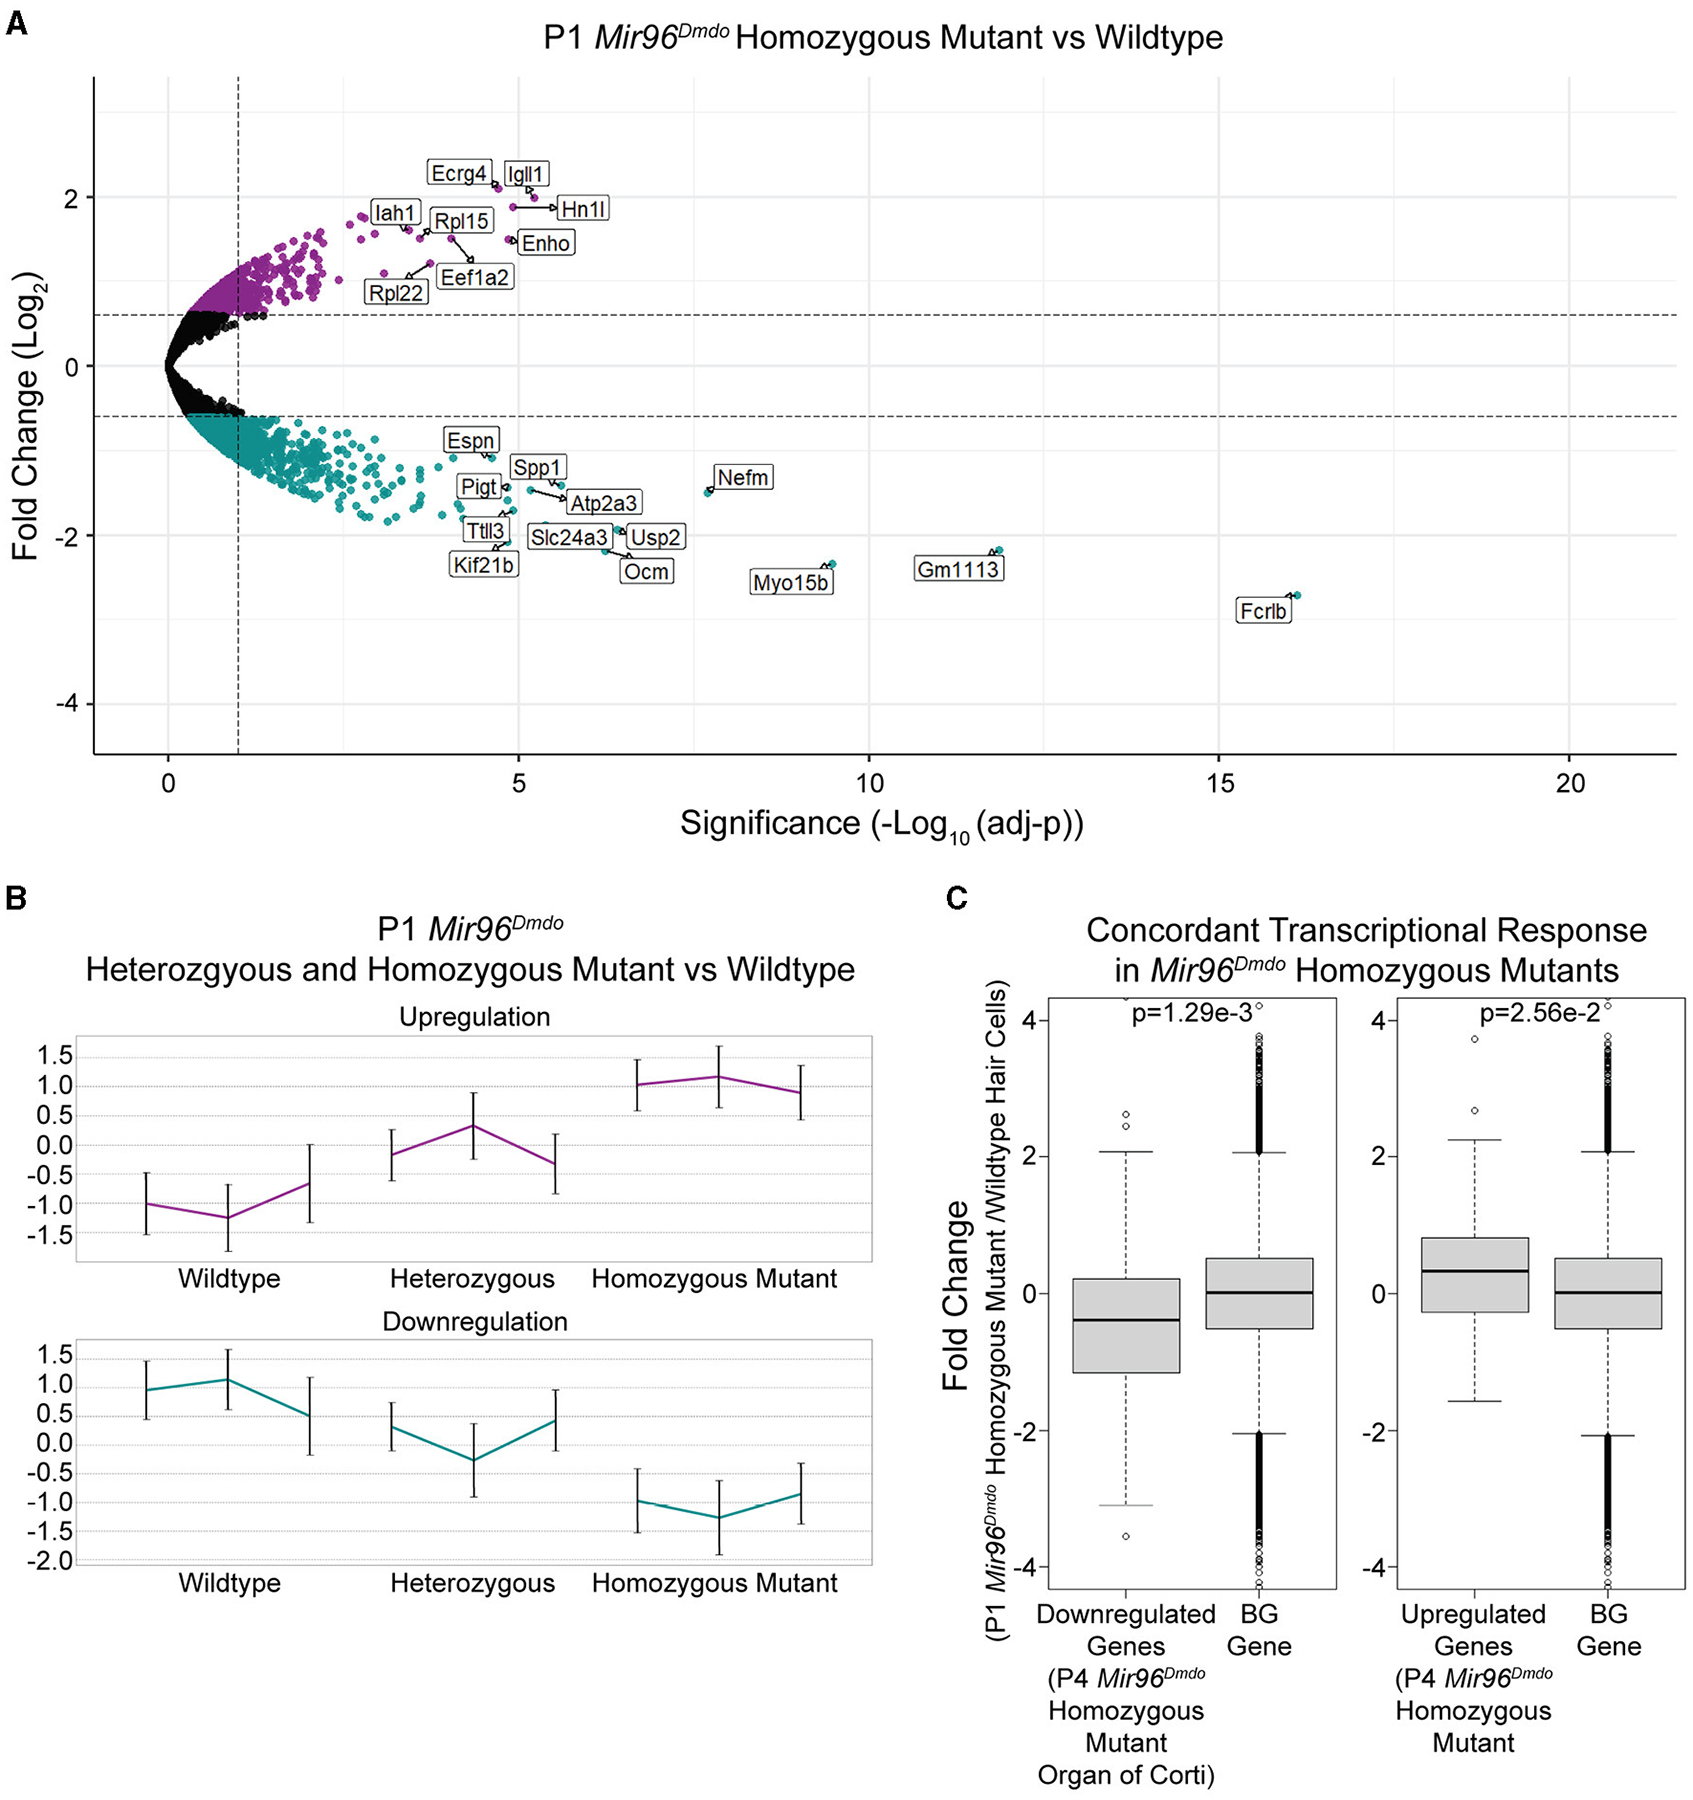
*Mir96*^*Dmdo*^ hair cell differentially expressed gene analysis. **(A)** Volcano plot for the differential expression analysis between *Mir96*^*Dmdo*^ homozygous mutants and wild-type controls. Significantly downregulated and upregulated genes (false discovery rate < 10%, fold-change > 1.5) are colored in cyan and purple, respectively. Selected top-scoring genes are highlighted. **(B)** Standardized expression levels of the differentially expressed genes as measured in each sample of the three genotypes: *Mir96*^*Dmdo*^ wild type, heterozygous, and homozygous mutants. Each cluster is represented by its mean pattern. Error bars indicate ± standard deviation. **(C)** The top 55 most strongly downregulated and top 37 most strongly upregulated genes in the P4 *Mir96*^*Dmdo*^ homozygous mutant organ of Corti microarray data set with a Log_2_fold-change cuto of 0.5 (Lewis et al., 2009) showed a corresponding significant change in expression in the P1 *Mir96*^*Dmdo*^ homozygous mutant hair cells (HCs) compared to controls in our data set. Each panel shows the comparison between the P4 *Mir96*^*Dmdo*^ homozygous mutant organ of Corti differentially expressed genes (Lewis et al., 2009) and a background set of genes consisting of all the other genes in our data set (Left: top 55 downregulated genes in Lewis et al., 2009, data set; Right: top 37 genes upregulated in Lewis et al., 2009, data set). The *Y*-axis shows the fold-change in expression measured in our P1 HC-specific *Mir96*^*Dmdo*^ RNA-seq data set (in Log_2_ scale). *p*-values were calculated using the Wilcoxon test: *p* = 1.29e-3 (downregulated genes in *Mir96*^*Dmdo*^ homozygous mutants) and *p* = 2.56e-2 (upregulated genes in *Mir96*^*Dmdo*^ homozygous mutants).

**FIGURE 3:**
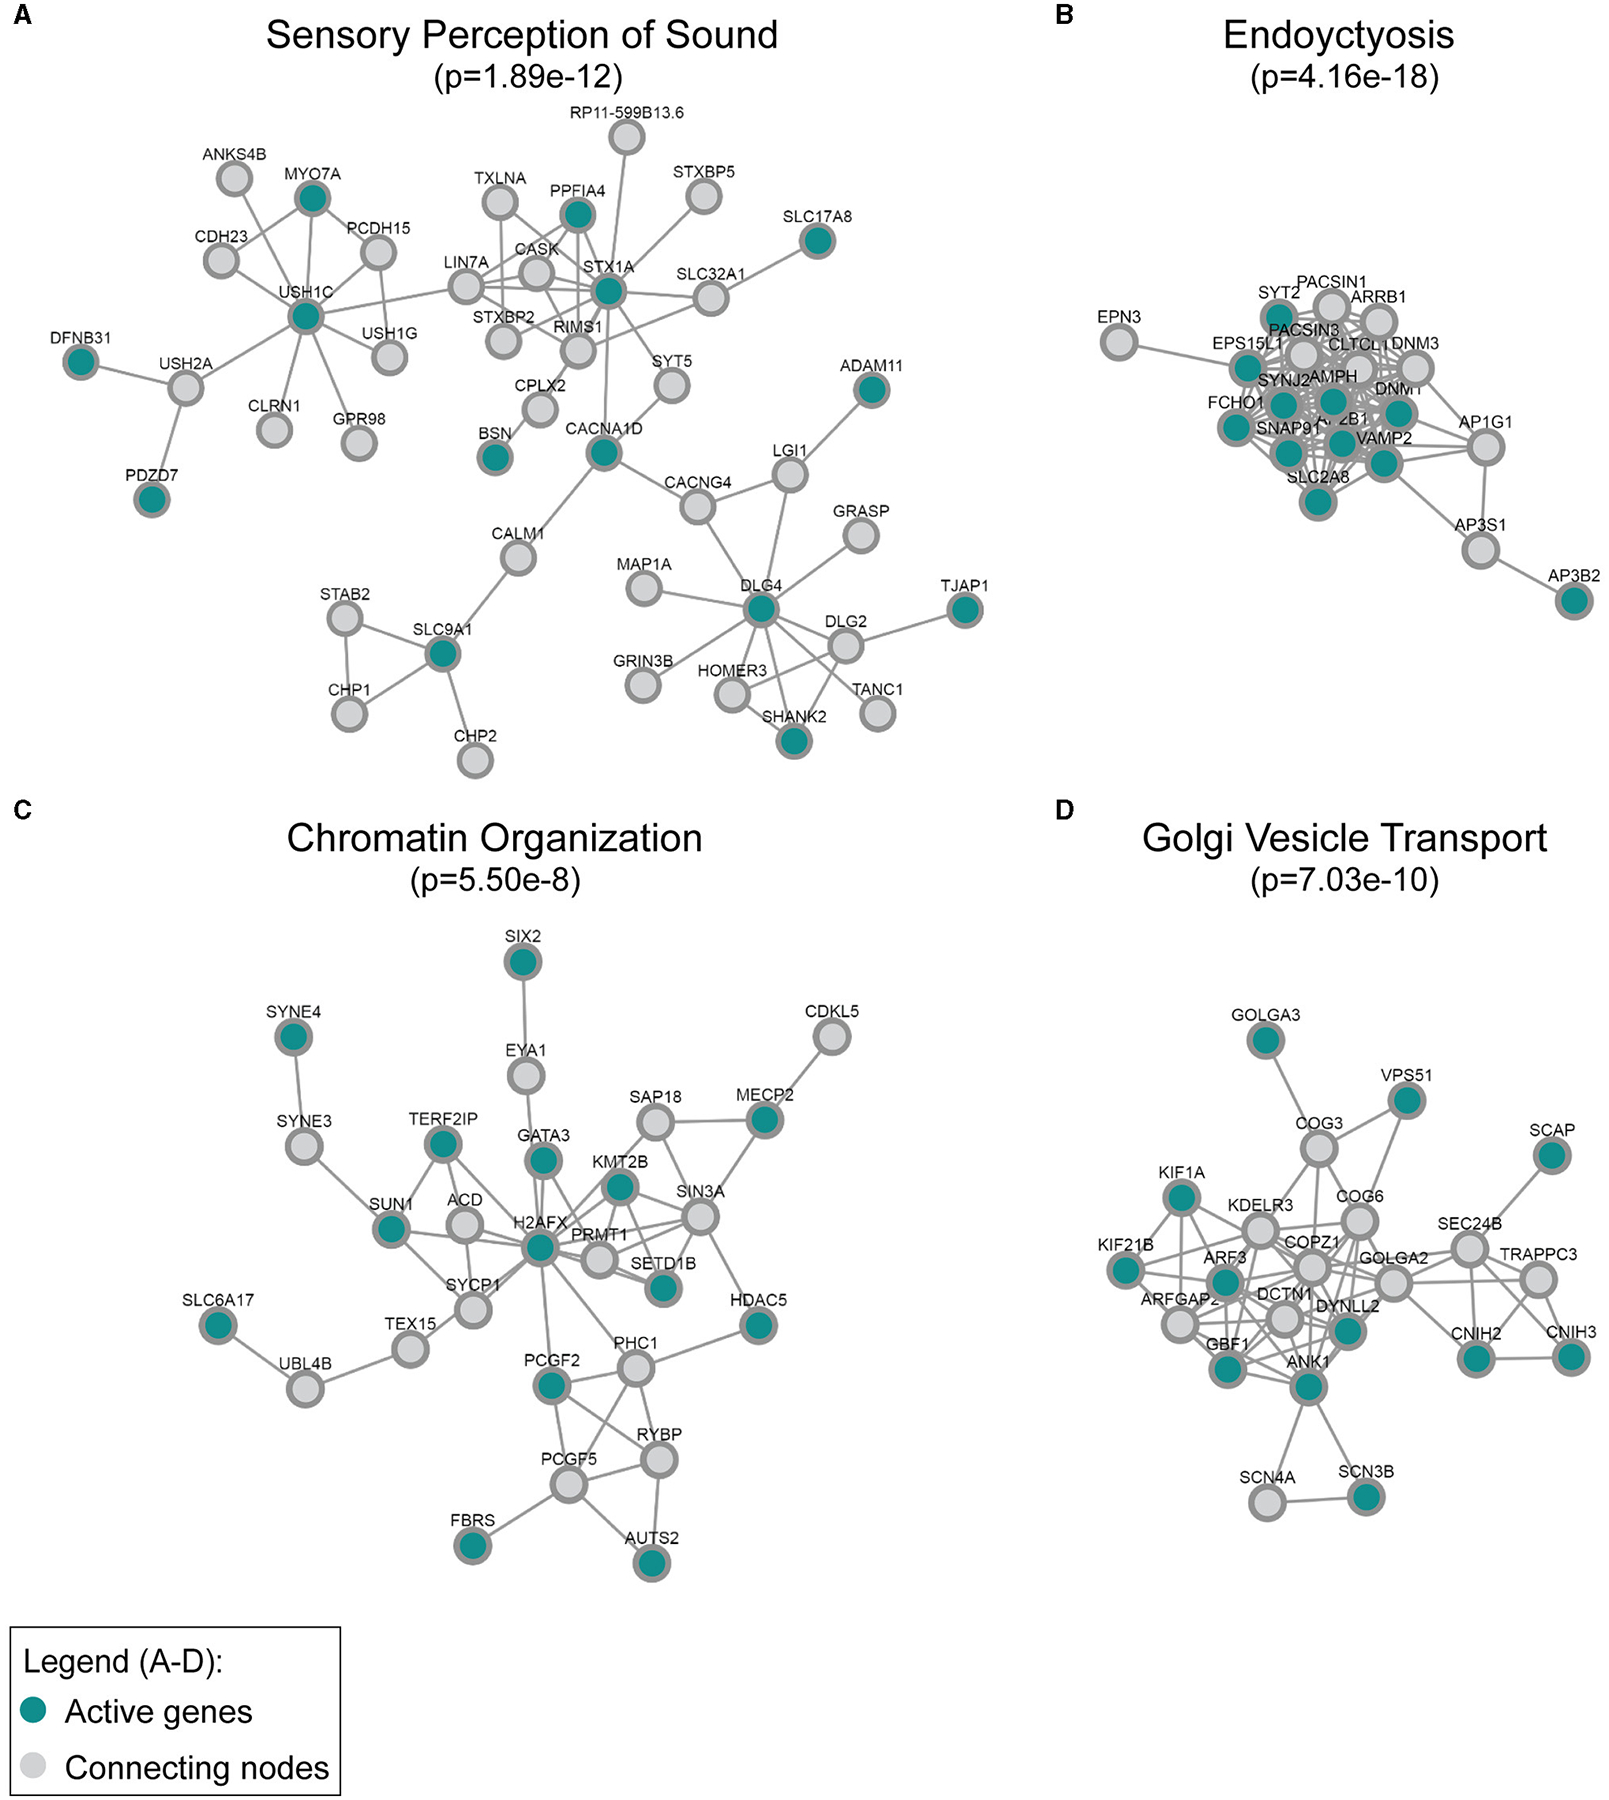
Active modules enriched for genes downregulated in the *Mir96*^*Dmdo*^ homozygous mutants were detected in the global human protein–protein interaction network. The most strongly enriched gene ontology category in each module, **(A)** sensory perception of sound, **(B)** endocytosis, **(C)** chromatin organization, and **(D)** Golgi vesicle transport, is indicated together with its false discovery rate–adjusted *p*-value. “Active” genes (in this case, genes downregulated in the *Mir96*^*Dmdo*^ homozygous mutants) are colored in cyan, while all genes colored in gray are connecting nodes (all of which are background genes of the P1 *Mir96*^*Dmdo*^ homozygous mutants and wild-type samples).

**FIGURE 4:**
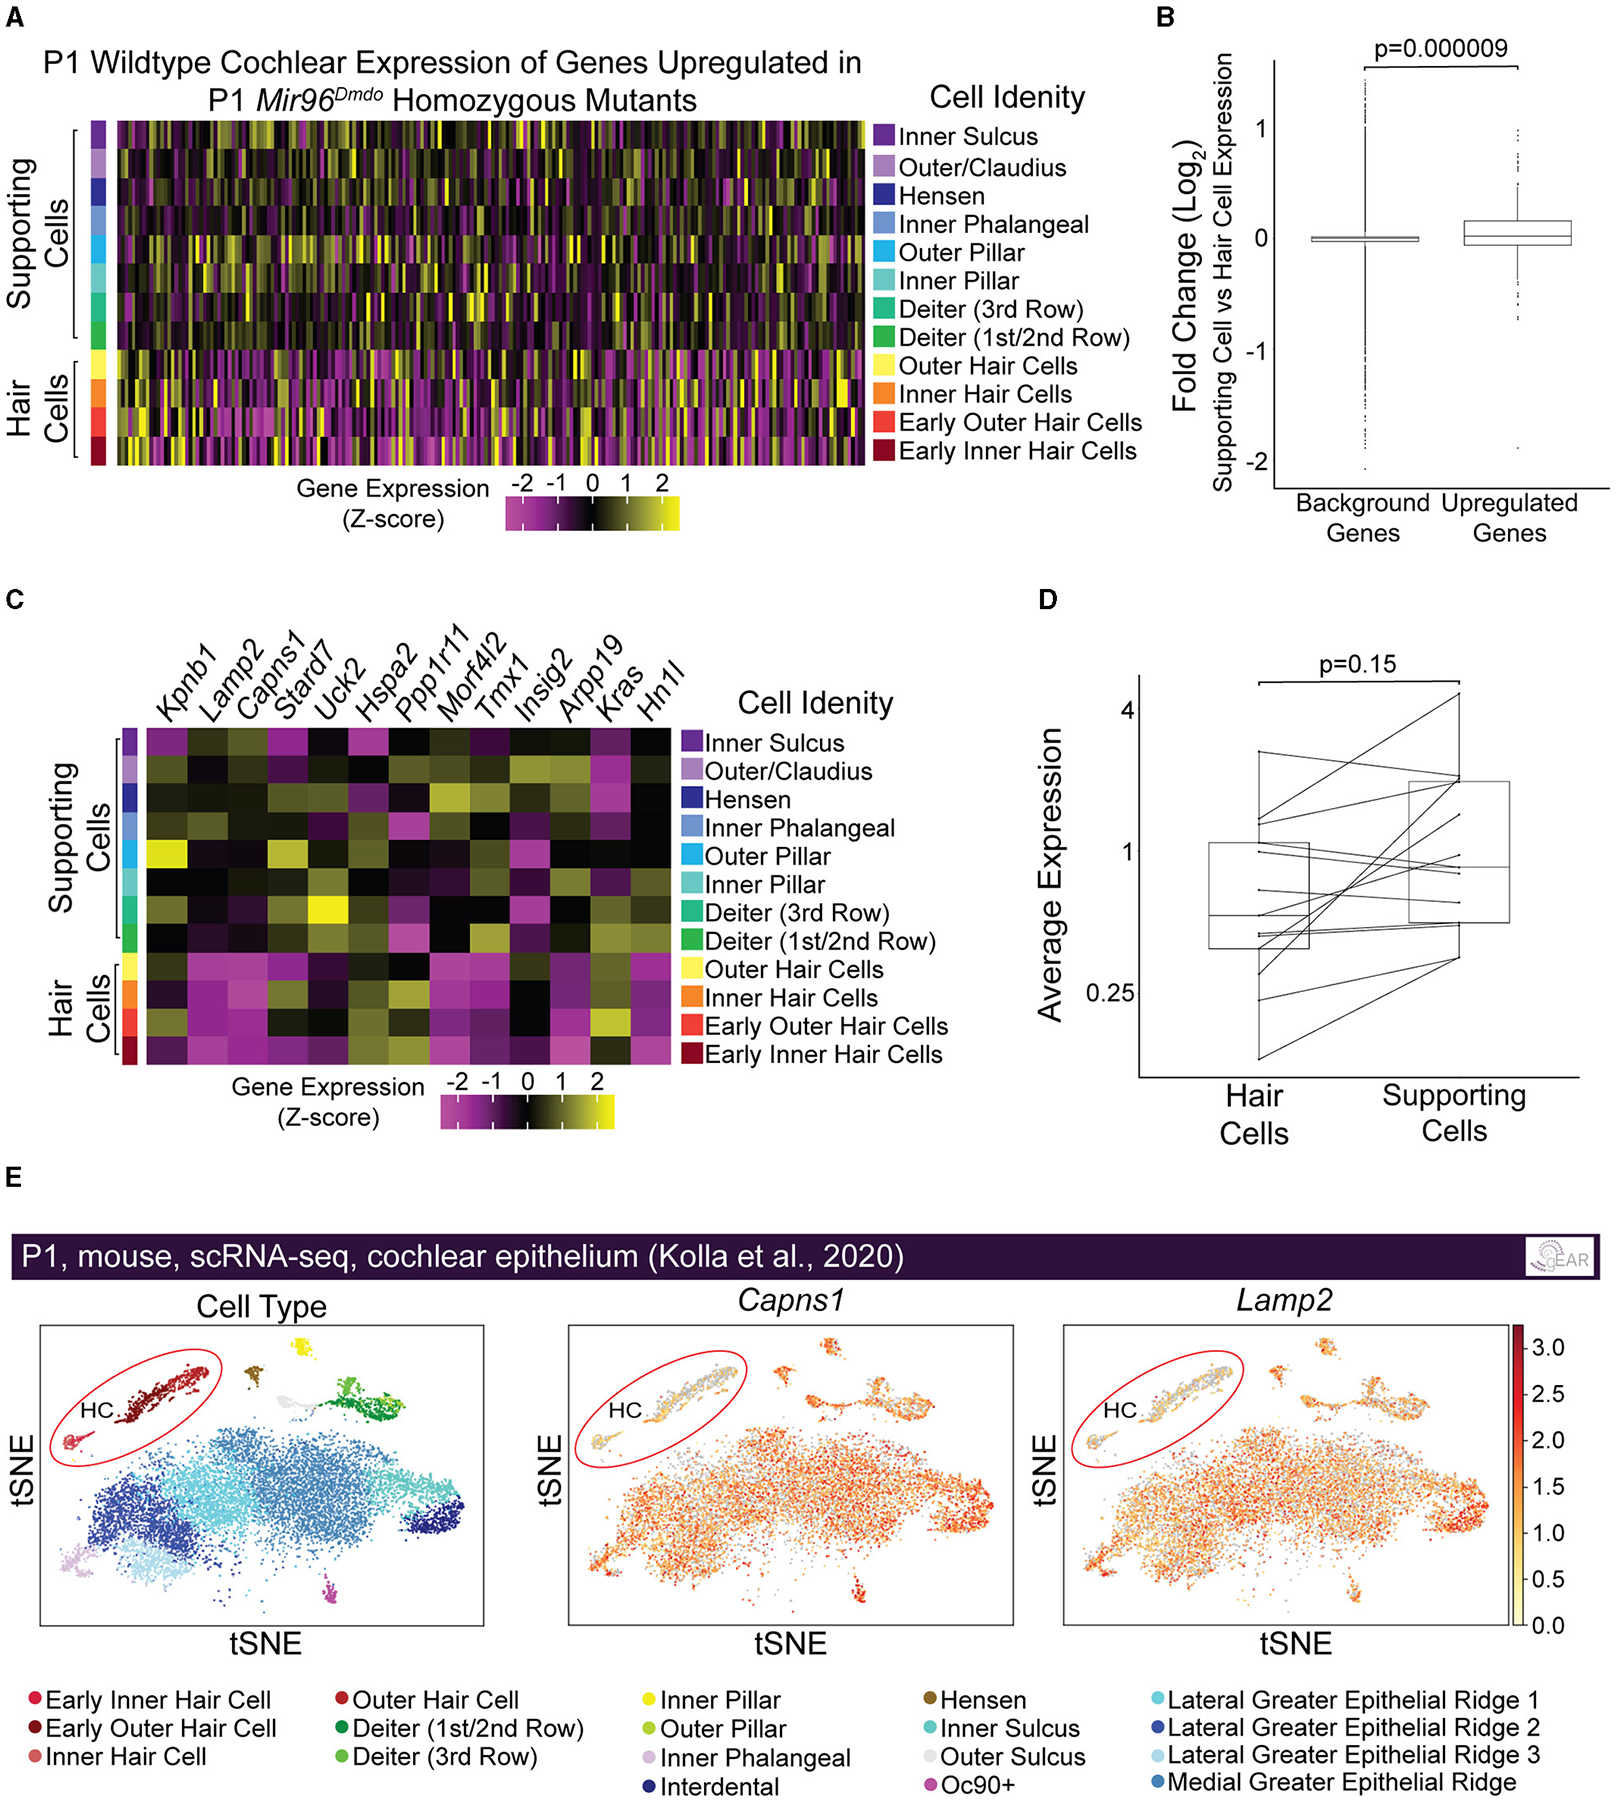
Genes upregulated in *Mir96*^*Dmdo*^ homozygous mutant hair cells are enriched in supporting cells compared with hair cells in inner ears of P1 wild-type mice. **(A)** Heatmap of pseudo-bulked gene expression (*Z*-scores) for all genes significantly upregulated in *Mir96*^*Dmdo*^ homozygous mutant hair cells (HCs) expressed in a wild-type P1 scRNA-seq data set. **(B)** Box plot displaying Log_2_ fold-change (supporting cells [SCs] vs. HCs; P1 wild-type mice) of all genes significantly upregulated in *Mir96*^*Dmdo*^ homozygous mutant HCs compared to background (all genes expressed in the data set). Wilcoxon rank-sum test, *p* = 0.000009. **(C)** Heatmap of pseudo-bulked gene expression (*Z*-scores) for genes significantly upregulated in *Mir96*^*Dmdo*^ homozygous mutant HCs predicted as direct targets of miR-96 expressed in a wild-type P1 scRNA-seq data set. **(D)** Paired box plot displaying pseudo-bulked average expression in HCs and SCs of the 13 genes significantly upregulated in *Mir96*^*Dmdo*^ homozygous mutant HCs predicted as direct targets of miR-96. Wilcoxon signed-rank test, *p* = 0.15. **(E)** Expression of *Capns1* and *Lamp2* visualized in tSNE space (adapted from umgear.org). All expression data shown in this figure are from a previously published P1 wild-type mouse cochlear epithelial data set (Kolla et al., 2020).

**TABLE 1:** Downregulated genes of *Mir96*^*Dmdo*^ homozygous mutant hair cells were enriched for biological processes including sensory perception of sound, synaptic transmission, ion homeostasis, sensory organ morphogenesis, and hair cell differentiation.

GO term	FDR	Genes
Sensory perception of sound	2.62e-05	*Strc, Tmc2, Pdzd7, Loxhd1, Dnm1, Myo15, Espn, Srrm4, Atp2b2, Whrn, Tomt, Ush1c, Myh14, Tmprss3, Otof, Myo7a, Espnl, Ptprq, Cacna1d, Slc17a8*
Synaptic transmission	1.94e-03	*Car7, Kcnc3, Calb1, Stx1a, Grm4, Slc12a5, Cnih3, Grid2ip, Cux2, Shank2, Egr3, Rimbp2, Prkcz, Dnm1, Shisa6, Syt16, F2r, Atp2b2, Dlg4, Gabbr1, Syt2, Vamp2, Brsk1, Otof, Asic1, Htt, Mecp2, Btbd9, Snap91, Cnih2, Cplx2, Slc17a8, App*
Ion homeostasis	1.94e-03	*Ocm, Slc24a3, Car7, Hrh3, Calb1, Cln3, Atp2a3, Slc12a5, Car12, Ptgir, Slc25a27, Slc25a23, Atp13a2, Atp6v0a1, Efhc1, Slc4a3, Slc9a1, Ank1, F2r, Atp2b2, Mcu, Sfxn2, Dlg4, Slc22a17, Gstm7, Scn3b, Tmprss3, Wnk2, Gpr4, Htt, Btbd9, Prkaa2, Atp2b1, Mllt6, App*
Sensory organ morphogenesis	4.89e-03	*Strc, Calb1, lrx5, Bmp7, Pdzd7, Miat, Six2, Myo15, Gata3, Atp2b2, Whrn, Ahi1, Ush1c, Vangl2, Casz1, Mfn2, Myo7a, Ptprq, Tbx2, Gfi1*
Hair cell differentiation	5.66e-03	*Strc, Pdzd7, Atp2b2, Whrn, Tomt, Ush1c, Myo7a, Ptprq, Gfi1*

## Data Availability

The datasets presented in this study can be found in online repositories. Raw fastq files for all data have been deposited in the Gene Expression Omnibus (GEO) -NCBI (Gwilliam et al., 2024, GEO GSE255796). Information on each of the *Mir96*^*Dmdo*^ wild-type, heterozygous, and homozygous mutant HC biological replicates of these data is outlined in Supplementary Table 2. A list of all significantly up- and downregulated genes in the HCs of *Mir96*^*Dmdo*^ homozygous mutant mice, and whether they contain the miR-96 binding motif within the 3’UTR, can be found in Supplementary Table 1B. Additionally, these data are publicly available through gEAR (umgear.org) for visualization and further analysis through the following link (https://umgear.org/p?l=miR96). We used a previously published microarray dataset (Lewis, 2009, ArrayExpress E-TABM-489) to compare the differentially expressed genes of HCs of our dataset to those of the organ of Corti of the same diminuendo (*Mir96*^*Dmdo*^) mouse model. Additionally, we used a previously published single cell RNA-sequencing (scRNA-seq) dataset (Kelly et al., 2020, GEO GSE137299) to evaluate the P1 wildtype expression of genes significantly upregulated in P1 *Mir96*^*Dmdo*^ homozygous mutant HCs in SCs compared with HCs.

# Supplementary material for: A cell type–specific approach to elucidate the role of miR-96 in inner ear hair cells
**Source:** Front Audiol Otol. Author manuscript; Available in PMC 2024 May 31.
**Supplement:** Supplementary Figure 1

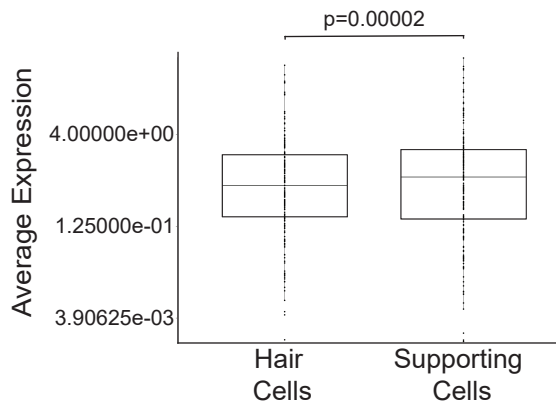

**Supplementary Figure 1. Upregulated genes in *Mir96*<sup>Dmdo</sup> homozygous mutant hair cells have higher expression in supporting cells of P1 wildtype cochlea compared with hair cells.** Paired boxplot displaying pseudo-bulked average expression in HCs and SCs of all genes significantly upregulated in *Mir96*<sup>Dmdo</sup> homozygous mutant HCs. Wilcoxon signed-rank test,  $p=0.00002$ .

How the deposited data were processed for this re-analysis (not part of the article)

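RNA of HCs sorted from the cochleae and vestibular organs of P1 mice was sequenced by the authors in 9 libraries, 1 per mouse and 3 for each of the wild-type, heterozygous and homozygous mutant *Mir96* Dmdo genotypes. The authors aligned the reads to GRCm38, with HISAT2 version 2.0.4, and counted reads per gene with HTSeq. They deposited the raw counts, with no normalization, for 43808 Ensembl genes per library, and each library was matched to its genotype and mouse number through its label. RNA integrity, litter and sex are not given per library in the sources used here. The paper gives a lower RNA integrity for 1 wild-type and 1 homozygous mutant sample than for the 7 others, without their numbers, so whether these are the 2 libraries that stand apart here (wild-type 59 and homozygous mutant 46) cannot be told. Every pair of replicates differed by more than sampling noise (chi-square of 104.7 to 258.2 per gene), so all 9 libraries were counted as separate replicates. The numbers pair no mice between genotypes.
From the counts, CPM, log2 CPM (prior count 2) and fold changes were computed. Genes with 20 or more reads in at least 2 of the 3 replicates of any genotype were tested, which left 15184. The main test was the quasi-likelihood test of edgeR 4.0.16 with robust dispersion, TMM normalization and all 9 libraries in 1 fit, and a gene was called at a false discovery rate (Benjamini-Hochberg) under 10% with a fold change above 1.5. The trend with the number of Dmdo alleles had no fold threshold. Adjusted p-values are from this test unless another is named. The position of the heterozygous HCs is the median over called genes of the heterozygous minus wild-type difference divided by the homozygous minus wild-type difference, on log2 CPM means. In pairs and triplets of values in parentheses after a gene, the order is log2 fold change, standard error and adjusted p.
Gene lists were set in advance, after the fold changes of the paper's Supplementary Table 1 had been seen, of which sheet A was at hand for its first 1999 rows of 15294. Lists with at least 5 members tested, 26 in all, were tested with camera in limma 3.58.1 on log2 CPM with an inter-gene correlation of 0.01, and with Benjamini-Hochberg adjustment over the lists. Median log2 differences of lists are from this fit, and counts within lists from edgeR. Camera with an estimated correlation and fry were run beside it. Of the 15 lists that passed, none passed with an estimated correlation and 3 passed with fry. The red blood cell and endothelial lists, and those of macrophages (1 of 4 genes lower) and melanocytes (0 of 4 called), had too few members tested.
Seed sites of 7 and 8 bases were searched in the 3′ UTRs of GENCODE vM21 on GRCm38. Shares were compared with two-sided Fisher's exact tests. With 3 mice against 3, a permutation test of a single gene cannot give a p under 0.1, so single genes rest on the model across genes. The genes named were, by a rule set in advance, the 12 of smallest p in each direction among called genes whose groups did not overlap in CPM, every gene the paper names in its results or Figure 2A with the 13 predicted targets, up to 4 members of each list and the 5 of smallest p per direction in the other contrasts.
Alternatives covered DESeq2 1.42.0 with and without shrunken fold changes, limma-voom with quality weights, size factors of DESeq2's kind or library totals, no filter or filterByExpr, a fit of the compared genotypes alone, other thresholds, a correction for GC content and gene length, 1 surrogate variable (sva 3.50.0), protein-coding genes only and each library left out in turn. The tests were run on simulated counts for 14591 of the real genes with 200 changed at known folds. Between homozygous mutant and wild-type HCs edgeR called 0 of 47 genes changed 1.5-fold, 2 of 48 (4.2%) changed 2-fold, 18 of 49 (36.7%) changed 4-fold and 17 of 49 (34.7%) changed 8-fold, and 5 of 14398 unchanged genes. Tables were made with R 4.3.3, Python 3.11.15 and pandas 2.3.3. Some genes, and 1 test of other cell types in the sort that needs them, are not reported here. The microarray, single-cell, ontology and protein network data of the paper were not used here.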

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

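The tests of the mouse numbers below, and those of the called genes with added terms, were chosen only after the results were seen. The paper reports no process for the higher genes of homozygous mutant HCs, and 8 of the fixed lists outside those it discusses passed camera in that direction. Their median log2 differences were 0.90 for cytosolic ribosomal proteins, 1.01 for ribosomal pseudogenes, 0.47 for nuclear-encoded oxidative phosphorylation, 0.82 for mitochondrially encoded genes, 0.47 for the proteasome, 0.87 for mesenchyme, 1.34 for non-sensory epithelium of the ear and 0.75 for Schwann cells and glia. None of these 8 passed with an estimated correlation (adjusted p = 0.392 to 0.451 from limma's camera).
The first pattern is the ribosomal one. Leaving out wild-type replicate 59 and homozygous mutant replicate 46, the libraries that stand apart, kept 94.3% of the median and the list passed, which argues against these libraries as its source. Correction for GC content and gene length kept 78.0% of it (0.71 against 0.90, still past camera), short of the 80% set in advance, so a part played by GC content cannot be told apart. With the mouse numbers in the model its median was 0.32 and it passed (adjusted p = 0.00336; adjusted p = 0.496 with an estimated correlation). In the mice numbered 47 and lower that were not homozygous mutants (wild-type 44 and heterozygous 45), the list lay 0.762 of the way from the 4 other wild-type and heterozygous mice to the homozygous mutants (means of 0.69, -0.20 and 0.96). A candidate explanation is thus something shared by the mice with lower numbers, such as a litter or a day of sorting, and an effect of genotype remains open beside it, since all homozygous mutants have such numbers.
The second pattern is the set of 175 genes called between homozygous mutant and wild-type HCs. Only 4 of them, *Smo*, *Ptn*, *Strip2* and *Kcp*, or 2.29%, lie within 10 Mb of *Mir96* (odds ratio 3.49, Fisher's exact test, p = 0.0322), and 5 within 20 Mb. Strain variants that act on genes this near the Dmdo allele could thus be the source of few of the calls. Linked genes farther off, and effects of linked variants on genes elsewhere, were not tested. Correction for GC content and gene length kept 36.0% of the calls (63 of 175, all with their sign), with the median size of the log2 fold change going from 1.59 (median standard error 0.35) to 1.33 (0.35), and GC content cannot be told apart from genotype for the rest. Over the called genes, heterozygous replicate 45, numbered 47 or lower, lay nearer the homozygous level than replicates 48 and 51 by 0.348 of the way, and replicates 45 and 51, with more *Ddx3y* than *Xist*, nearer than replicate 48 by 0.226, and with 3 heterozygous mice neither can be told apart from genotype. With the mouse numbers in the model 24 of the 175 kept their call and all kept their sign (median size 1.59 to 1.18, median standard error 0.35 before and after), and with the sex transcripts 12 (1.59 to 1.42, standard error 0.35 to 0.42), while the genotype itself stays an open explanation for all.
The third pattern is that of some glial and other non-sensory transcripts in homozygous mutant replicates 46 and 47. The myelin gene *Pmp22* was at 5.69 and 37.2 CPM there, against at most 0.0916 in wild-type. Replicate 46 alone held *Col1a2* at 439 and *Col3a1* at 216 CPM, above every wild-type library (*Col3a1* at most 53.03). Over whole lists, replicate 47 was not raised above every library of the other genotypes. Relative to the wild-type mean, its glial median was 0.21, against 0.51, 0.65 and -0.89 in wild-type 44, 55 and 59. The glial median was -0.11, 0.32 and 0.82 in heterozygous 45, 48 and 51. For non-sensory epithelium it was 0.50, against -0.35, 0.94 and -0.95 in wild-type and 0.25, 1.54 and 1.17 in heterozygous mice. Replicate 46 had 0.96 and 2.15. No explanation of this pattern is weighed here.
Chance was examined with other splits of the same libraries. For homozygous mutant against wild-type HCs the real split called 175 genes and no other of the 10 called any (1 of 10 as large), and 15 lists passed against at most 8 (1 of 10), and 10 splits are too few for a share under 0.05. The same limit holds between homozygous mutant and heterozygous HCs (1 gene, highest other split 0, 1 of 10 as large) and between heterozygous and wild-type HCs (0 genes, highest other split 49, 10 of 10 as large). For the last, a real count of 0 makes every split as large, so it tells nothing of chance, and the split with 49 set heterozygous 45 and 51 with wild-type 44 against the rest, a structure of the samples other than genotype. For the trend with Dmdo alleles 2 of 100 regroupings were as large as the real 270, a share of 2% that random regrouping seldom gives, yet the highest other (488) put wild-type 55 and 59 and heterozygous 48 at one end and wild-type 44 and homozygous mutants 43 and 46 at the other, which follows the mouse numbers, and with the mouse numbers in the model the real trend had 59 genes.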

How the results depend on the processing

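The terms for mouse numbers and sex transcripts, the fits without the 2 libraries that stand apart, without the X and Y genes or with a count in every library, the medians over pairs, and the added settings for the seed and chromosome 6 tests were chosen only after the results were seen. No paired analysis was possible because the genotypes share no replicate numbers. Calls between homozygous mutant and wild-type HCs (175) came to 966 (DESeq2), 635 (DESeq2 with shrunken fold changes), 320 (limma-voom), 562 (no low-count filter), 61 (false discovery rate under 0.05), 17 (glmTreat), 74 (GC content and gene length), 59 (1 surrogate variable), 12 (sex transcripts), 27 (without the 2 libraries), 25 (mouse numbers) and 22 to 739 without 1 library. With library totals they were 146 with 32.9% higher, against 20.6%, and the median of all genes moved from -0.02 to 0.07. Heterozygous against wild-type (0) gave 46 with DESeq2, 1 with limma-voom, 3 with no filter, 1 with mouse numbers and 0 to 1 without 1 library. Homozygous mutant against heterozygous (1) gave 147, 136 and 69 in those 3 fits, 3 with the 2 genotypes alone, 2 with GC content and gene length, 0 with glmTreat, 1 surrogate variable, sex transcripts or mouse numbers, and 0 (without heterozygous 51) to 6 (without heterozygous 45) without 1 library. The trend (270) gave 1038, 765 and 466 in the same 3 fits, 93 at 0.05, 121 with GC content and gene length, 140 with 1 surrogate variable, 15 with sex transcripts, 21 without the 2 libraries, 59 with mouse numbers and 39 (without homozygous mutant 43) to 929 (without wild-type 44) without 1 library. Without wild-type 55 or 59 or homozygous mutant 46 or 47 it gave 114, 45, 86 and 88. The causes were not tested beyond the fewer libraries or genes of some fits.
The heterozygous position over higher genes (0.447) was 1.36 and over lower genes (0.408) 0.164 with genes chosen on 2 against 2 libraries, and without 1 library the first ranged from 0.324 (without heterozygous 45) to 0.652 (without wild-type 55) and the second from 0.256 (without heterozygous 45) to 0.494 (without wild-type 44). Lists past the test (15) were 0 with an estimated correlation, 3 with fry, 7 with GC content and gene length and 8 with mouse numbers. The stricter thresholds and glmTreat do not apply to lists. The share of predicted targets (p = 1, Fisher's exact test) passed only with DESeq2 (0.0188) and its shrunken form (0.0112). These settings had 74 and 76 marked higher genes, against 12 in the main fit. The miR-96 seed sites passed with 3′ UTR length and GC content regressed out (mean difference 0.23; not with an estimated correlation, adjusted p = 0.174) and with the GC correction, chosen after the data were seen (0.23; adjusted p = 0.0335 with an estimated correlation), or with the mouse numbers in the model (0.26; adjusted p = 0.0263 with an estimated correlation), and the Dmdo seed sites passed in every setting run, though with an estimated correlation not in 3 of them. Genes near *Mir96* (odds ratio 3.49) had 5.015 in a window of 5 Mb, 2.54 in a window of 20 Mb, 5.62 without the 2 libraries, 1.06 with DESeq2, 0 with mouse numbers and 0 to 4.17 without 1 library.
For the genes named, 2608 of 3228 values kept sign and side of the threshold, 474 lost the call, 138 gained one and 8 changed sign, in 4 genes not called by the main edgeR test. These are *Atoh1* (0.0323 without the 2 libraries, 0.11 with mouse numbers, -0.36 to 0.14 without 1 library), *Mir96* (1.03 with mouse numbers), *Lockd* (-1.67 to 0.0276 without 1 library) and *Emx2os* (-1.81 to 0.42). Of 57 named genes called between homozygous mutant and wild-type HCs, 6 were called in all 28 alternatives. At this depth and spread most changes of single genes of every size tested with edgeR were not detected, with 36.7% of 4-fold and 34.7% of 8-fold changes called.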

Differences from the paper's values

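The paper reports 215 genes higher and 428 lower in homozygous mutant HCs at the thresholds used here, where edgeR called 36 and 139. The paper's test was DESeq2, and its methods do not say whether fold changes were shrunken. By the counts that follow, most of the gap is that between edgeR and DESeq2 with shrunken fold changes. Of the alternatives set in advance, DESeq2 with shrunken fold changes (211 and 424, of which 211 and 421 are among the paper's), no low-count filter (169 and 393) and the fit without wild-type replicate 44 (286 and 453) came within 1.5 times of both counts, DESeq2 without shrinkage (355 and 611) of the lower count alone, and the others of neither. All 215 higher and all 425 lower genes of the paper that were tested here had its sign, with median log2 fold changes of 1.18 and -1.30. The paper gives 861 lincRNA genes detected against 231 here, and neither no filter (551) nor filterByExpr (237) came within 1.5 times. In groupings chosen after the values were seen, the classes that Supplementary Table 1A labels lncRNA numbered 841, and 868 with sense-intronic genes, of which that table has none at hand, both within 1.5 times, and long non-coding genes of all classes 1044. The last includes 176 genes of the class TEC, which that table does not label lncRNA.
The paper's share of predicted targets among higher genes was 17%, against 8.33% here, and its p for the difference from the lower genes 0.007 by a chi-square test, against 1 here by Fisher's exact test. With 12 marked higher genes the test here could hardly tell these shares apart. Shares within 1.5 times of the paper's were given by DESeq2 (16.2%), DESeq2 with shrunken fold changes (17.1%), limma-voom (11.8%), size factors of DESeq2's kind (13.3%), library totals (21.1%), no low-count filter (18.9%), filterByExpr (14.3%), the 2 genotypes alone (16.7%), the GC and length correction (20.0%), 1 surrogate variable (20.0%), protein-coding genes only (25%), without wild-type 44 (17.9%), without wild-type 55 (25%) and without homozygous mutant 46 (20.0%). No alternative had a p within 1.5 times of the paper's, the nearest being DESeq2 with shrunken fold changes (0.0112). On the paper's own called genes a chi-square test without continuity correction gave 0.00682, with it 0.0132, so the paper's p is met on its own calls.
The log2 fold changes of Supplementary Table 1B were compared for 80 genes named here, and none had the opposite sign. For 20 of them the values differed by more than the larger standard error, the paper's being the smaller in size in each. The paper's value and the one here were -2.71 and -3.19 for *Fcrlb*, -2.18 and -2.51 for *Gm1113*, -2.19 and -2.92 for *Ocm*, -2.34 and -2.89 for *Myo15b*, -1.88 and -2.33 for *Slc24a3* and -1.71 and -2.07 for *Ttll3*. They were -1.94 and -2.34 for *Usp2*, 1.98 and 2.54 for *Igll1*, 2.09 and 3.04 for *Ecrg4*, 1.50 and 2.24 for *Htr3a*, -1.81 and -2.39 for *Car7* and -1.63 and -2.001 for *Skor2*. For the next genes they were -2.08 and -3.04 for *Kif21b*, -1.58 and -2.09 for *Stx1a*, -1.76 and -2.32 for *Strc*, -1.69 and -2.25 for *Matn4*, 1.12 and 1.71 for *Insig2* and 1.13 and 1.89 for *Arpp19*. The remaining ones were 1.17 and 3.74 for *Otor* and 1.77 and 4.34 for *Epyc*. For all 20, DESeq2 with shrunken fold changes came within the error. With it none of the 80 differed by more than the error, as in *Fcrlb* (-2.708 against the paper's -2.709). Among the other alternatives set in advance that kept every library, values within the error came with limma-voom for *Fcrlb*, *Ocm*, *Myo15b*, *Slc24a3*, *Usp2*, *Ecrg4*, *Skor2*, *Stx1a*, *Strc*, *Matn4*, *Otor* and *Epyc*. They came with DESeq2 for *Ttll3* and *Skor2*. They came with size factors of DESeq2's kind for *Gm1113*, *Ttll3* and *Usp2*. They came with library totals for *Gm1113*, *Slc24a3*, *Ttll3*, *Usp2*, *Skor2*, *Stx1a* and *Strc*. They came with no low-count filter for *Usp2*. They came with filterByExpr for *Usp2* and *Skor2*. They came with the 2 genotypes alone for *Usp2*, *Skor2*, *Insig2* and *Arpp19*. They came with the GC and length correction for *Gm1113*, *Myo15b*, *Slc24a3*, *Ttll3*, *Usp2*, *Igll1*, *Ecrg4*, *Car7*, *Skor2*, *Strc*, *Matn4*, *Insig2* and *Arpp19*. They came with 1 surrogate variable for *Gm1113*, *Myo15b*, *Slc24a3*, *Ttll3*, *Igll1*, *Htr3a*, *Stx1a* and *Strc*. They came with protein-coding genes only for *Ttll3*, *Usp2* and *Skor2*. None did with glmTreat. Without 1 library they came without wild-type 44 for *Usp2* and *Car7*. They came without wild-type 55 for *Gm1113*, *Ttll3*, *Usp2*, *Car7*, *Skor2*, *Strc* and *Matn4*. They came without wild-type 59 for *Fcrlb*, *Gm1113*, *Myo15b*, *Slc24a3*, *Ttll3*, *Igll1*, *Htr3a*, *Kif21b*, *Stx1a*, *Strc*, *Matn4*, *Insig2* and *Arpp19*. They came without homozygous mutant 43 for *Gm1113*, *Myo15b*, *Slc24a3*, *Ttll3*, *Igll1*, *Car7*, *Strc* and *Insig2*. They came without homozygous mutant 46 for *Fcrlb*, *Ocm*, *Myo15b*, *Usp2*, *Ecrg4*, *Car7*, *Skor2*, *Stx1a*, *Strc*, *Arpp19*, *Otor* and *Epyc*. They came without homozygous mutant 47 for *Gm1113*, *Ttll3*, *Usp2*, *Htr3a*, *Stx1a*, *Matn4* and *Insig2*.
In Supplementary Table 1A the test statistic has the opposite sign to the fold change in all 1999 rows at hand, and the column for the wild-type mean level exceeds every wild-type count in 1390 of them, so neither column was used. Sheet B has no such sign change in its 643 rows. The paper states that *Myo15a*, *Myo7a*, *Otof*, *Gfi1*, *Ptprq*, *Syne4* and *Slc6a17* are significantly lower, and none was called here (log2 fold changes of -1.31, -0.88, -1.07, -0.69, -0.88, -1.002 and -0.89), while *Fbxo2*, *Spp1*, *Syt2*, *Ttll3*, *Ush1c*, *Ocm*, *Dnm1*, *Kif21b* and *Scn3b* of the same statements were called. DESeq2 with and without shrinkage called all 7, no low-count filter *Syne4*, *Myo15a*, *Otof*, *Myo7a* and *Ptprq*, limma-voom *Syne4*, *Myo7a* and *Ptprq*, and the fit of the 2 genotypes alone *Myo15a*. Of the 13 predicted targets the paper calls higher, *Jpt2* was called here, the other 12 with DESeq2 and shrunken fold changes and 11 of those without shrinkage. *Morf4l2* was also called with size factors of DESeq2's kind, library totals, no filter, filterByExpr and protein-coding genes only, *Tmx1* with limma-voom, library totals, no filter and protein-coding genes only, *Hspa2* with library totals, no filter and protein-coding genes only, and *Insig2* and *Arpp19* with no filter.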

Other observations

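The lists below were set after the fold changes of Supplementary Table 1, from these same mice, had been seen, and the look at single libraries for *Hspa1a* was chosen after the result was seen. Genes of cholesterol and fatty acid synthesis went both ways in homozygous mutant HCs, with 3 of 28 lower and none higher (6 lower and 2 higher when adjusted over the list alone; median -0.11, adjusted p = 0.224 from limma's camera). Among those called were *Srebf2*, the master regulator of sterol synthesis (515 ± 90.0 CPM in wild-type and 225 ± 13.6 in homozygous mutants, SD, n = 3, log2 fold change -1.19, standard error 0.24, adjusted p = 0.0278 from edgeR) and the desaturase gene *Fads2* (-1.18, 0.27, 0.0573), while the predicted target *Insig2*, which restrains the same pathway, lay above 0. Of 20 genes of the unfolded protein response 1 was lower, the endoplasmic reticulum chaperone gene *Creld2* (-1.59, 0.33, 0.0328), and none was higher (4 lower and 0 higher adjusted over the list alone; median -0.01, mean 0.06, test downward, adjusted p = 0.373). Of 24 genes of the axoneme and kinocilium none was called (4 higher and 0 lower adjusted over the list alone; median -0.06, mean 0.17, adjusted p = 0.224), the smallest p being that of the intraflagellar transport gene *Ift43* (1.13, 0.32, 0.12). Of 10 interferon response genes 1 was higher, *Samd9l* (1.22 ± 0.784 CPM in wild-type and 21.4 ± 11.2 in homozygous mutants, SD, n = 3, 4.12, 1.08, 0.0898), and none was lower (1 and 0 adjusted over the list alone; median 0.48, adjusted p = 0.533). The calls of *Srebf2*, *Fads2*, *Creld2* and *Samd9l* were each lost with the mouse numbers in the model, with the sex transcripts and without the 2 libraries that stand apart (wild-type 59 and homozygous mutant 46), settings chosen after the data were seen.
Of 13 genes of ganglion neurons 1 was lower, *Nefm*, and none was higher (2 lower and 0 higher adjusted over the list alone; median 0.23, mean 0.43, test downward, adjusted p = 0.619). None was called among 21 Notch pathway genes (median -0.31, adjusted p = 0.119), 14 cell cycle genes (-0.60, 0.906, with 1 higher and 1 lower adjusted over the list alone), 12 p53 response genes (0.18, 0.533) and 19 immediate early and stress genes (-0.06, 0.437). The Notch list passed in 2 of 24 settings, limma-voom and the fit without wild-type 59 and homozygous mutant 46 (lowest adjusted p = 0.0113). The immediate early list passed in 1, limma-voom (0.0120). None was called among 9 reported targets of miR-96 (1 higher adjusted over the list alone; median 0.46 on log2 CPM and -0.19 on the edgeR fold changes, adjusted p = 0.320), of which *Zeb1*, a transcription factor of non-sensory cells, had 1.44 (standard error 1.68, adjusted p = 0.788 from edgeR). *Snai2*, another, had 62 counts in wild-type replicate 55, 8 in heterozygous 51, 1 in wild-type 59 and 0 elsewhere, and was not tested. The HC determinant *Atoh1*, whose enhancer drives the reporter, had -0.11 (0.29, 0.925) and the progenitor gene *Sox2* -0.18 (0.25, 0.826), neither a detectable change. Among myelin genes, *Mbp* had a log2 fold change of 2.24 (standard error 0.92), *Pmp22* 8.22 (2.47, 0.153) on wild-type counts near 0, and *Cnp* 0.74 (0.25, 0.213).
Of the 26 lists, 1 differed between heterozygous and wild-type HCs, the HC transcription factors (median -0.33, adjusted p = 0.0229 from limma's camera; adjusted p = 0.900 with an estimated correlation), and 10 differed between homozygous mutant and heterozygous HCs, 6 upward and 4 downward (0 with an estimated correlation). Other splits of the same libraries did as much, with 10 lists in 3 of the other splits of homozygous mutant and heterozygous libraries, those that set heterozygous 45 with 2 homozygous mutants, and with up to 10 among the other splits of heterozygous and wild-type libraries, so neither number can be tied to genotype. *Hspa1a* stood at 117 CPM in heterozygous replicate 45, which makes its log2 fold change of 7.13 the value of a single mouse.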
